# Membrane expression of the estrogen receptor ERα is required for intercellular communications in the mammary epithelium

**DOI:** 10.1242/dev.182303

**Published:** 2020-03-11

**Authors:** Laurine Gagniac, Mariam Rusidzé, Frederic Boudou, Stephanie Cagnet, Marine Adlanmerini, Pauline Jeannot, Nicolas Gaide, Frank Giton, Arnaud Besson, Ariane Weyl, Pierre Gourdy, Isabelle Raymond-Letron, Jean-Francois Arnal, Cathrin Brisken, Francoise Lenfant

**Keywords:** Estrogen receptor alpha, Membrane initiated signaling, Mammary gland, Stem cells, Paracrine signals, ECM

## Abstract

17β-Estradiol induces the postnatal development of mammary gland and influences breast carcinogenesis by binding to the estrogen receptor ERα. ERα acts as a transcription factor but also elicits rapid signaling through a fraction of ERα expressed at the membrane. Here, we have used the C451A-ERα mouse model mutated for the palmitoylation site to understand how ERα membrane signaling affects mammary gland development. Although the overall structure of physiological mammary gland development is slightly affected, both epithelial fragments and basal cells isolated from C451A-ERα mammary glands failed to grow when engrafted into cleared wild-type fat pads, even in pregnant hosts. Similarly, basal cells purified from hormone-stimulated ovariectomized C451A-ERα mice did not produce normal outgrowths. *Ex vivo*, C451A-ERα basal cells displayed reduced matrix degradation capacities, suggesting altered migration properties. More importantly, C451A-ERα basal cells recovered *in vivo* repopulating ability when co-transplanted with wild-type luminal cells and specifically with ERα-positive luminal cells. Transcriptional profiling identified crucial paracrine luminal-to-basal signals. Altogether, our findings uncover an important role for membrane ERα expression in promoting intercellular communications that are essential for mammary gland development.

## Abstract (precis)

**Summary:** Estrogen receptor (ER) α palmitoylation is required for mammary epithelial cell stem cell function, intercellular and intercompartmental communication with altered expression of paracrine factors and impaired ECM remodeling/protease function.

## INTRODUCTION

Estrogens, particularly 17β-estradiol (E2), are sex hormones that are widely implicated in mammary gland development, which occurs mostly postnatally under endocrine control (Brisken and O'Malley, 2010). E2 binds to two main receptors: the estrogen receptors ERα and ERβ. ERα is required for normal ductal development during puberty (Dupont et al., 2000), while the deletion of ERβ has no effect on postnatal development (Antal et al., 2008). In addition to the crucial role of ERα in mammary gland development, ERα is a key factor in breast cancer diagnosis and treatment. Based on its expression in 70% of breast cancers, hormonotherapy using anti-estrogens, such as tamoxifen and fulvestrant, or aromatase inhibitors are efficacious in reducing recurrence and cancer-related deaths. However, 40% of ER-positive tumors develop resistance and recur. Therefore, studies aiming to identify the mechanisms of ERα action in mammary gland development are important to obtain a better understanding of the genesis of breast cancers.

The mammary gland is composed of an inner luminal layer (luminal cells, LCs) surrounded by an outer layer of myoepithelial/basal cells enriched by mammary stem cells (MaSCs). Basal cells appear ERα negative by immunohistochemistry, and are able to regenerate into basal and LCs in transplantation assays (Visvader and Stingl, 2014; Van Keymeulen et al., 2011) In contrast, ∼30-50% of LCs are ERα positive by immunohistochemistry, most of them co-express the progesterone receptor (PR) (Petersen et al., 1987; Clarke et al., 1997). A second population of LCs shows ER expression at the mRNA level but the protein is not detected by immunohistochemistry (Cagnet et al., 2018). Transplantation of the epithelium from ERα knockout (KO) mice into cleared fat pads revealed a requirement for ERα expression in the epithelium for ductal outgrowth (Mallepell et al., 2006). Moreover, transplantation of a mixture of wild-type and ERα-KO cells induced the proliferation of ERα-deficient cells, showing that E2 exerts its mitogenic effects on the mammary gland through paracrine signaling to promote proliferation and morphogenesis (Mallepell et al., 2006; Brisken and O'Malley, 2010). The expression of amphiregulin, an epidermal growth factor receptor ligand, is highly induced by E2, and this ligand is an important paracrine mediator of estrogen function (Ciarloni et al., 2007). Progesterone receptor (PR) is also an ER target and promotes the expression of strong inducers of mammary development, such as Wnt4 and RANKL, in adulthood (Beleut et al., 2010; Fata et al., 2000; Rajaram et al., 2015). Thus, ERα-positive cells have been dubbed ‘sensor cells’ as they sense the systemic signals and translate them into paracrine cells for neighboring basal and LCs (Pond et al., 2013; Gjorevski and Nelson, 2011).

In response to E2, ERα modulates the transcriptional activity of target genes via its nuclear actions. Over the past two decades, ERα has been shown to associate with plasma membrane caveolae/lipid rafts and to activate non-nuclear signaling, the so-called rapid/non-genomic/membrane initiated steroid signaling (MISS), in a variety of cell types (Arnal et al., 2017; Levin, 2011; Madak-Erdogan et al., 2008). Post-translational modifications, such as palmitoylation, which occurs on cysteine 447 (451 in mice) as part of a nine amino acid motif in the ligand-binding domain of all steroid receptors, has been shown to be crucial for anchoring ERα to the membrane (Acconcia et al., 2005; Pedram et al., 2007). Following association with the heat-shock protein Hsp27, presumably opening up the structure of the receptor, two palmitoyl acyltransferases, DHHC-7 and DHHC-21 (Pedram et al., 2012), attach the palmitoyl acid to the N-terminal Cys of the motif, promoting the physical interaction of ERs with caveolin 1 and its transport to the plasma membrane (Acconcia et al., 2005). The rapid membrane-initiated estrogen signaling indirectly regulates transcription (Madak-Erdogan et al., 2008; Arnal et al., 2017). These MISS effects also act in concert with growth factors, modulating their signaling in certain tissues and cells (Hawsawi et al., 2013; Tian et al., 2012). They appear to play a major role in breast cancer (Levin and Pietras, 2008), and interactions of ERα with Src and PI3K have been observed in aggressive tumors (Poulard et al., 2012). To gain mechanistic insights into the physiological roles of MISS *in vivo*, our laboratory (Adlanmerini et al., 2014) and Levin et al. (Pedram et al., 2014) generated mouse models expressing ERα carrying a mutation of cysteine 451 to alanine, thus abrogating this palmitoylation site and membrane ERα expression (named C451A-ERα and NOER mice, respectively). The C451A-ERα mouse model has revealed a major role for MISS in the vasculature, where it mediates the effects of estrogen on endothelial cells (Adlanmerini et al., 2014). Levin and his collaborators reported that the mammary glands of homozygous NOER female mice completely filled the fat pad but showed diminished ductal side branching and the formation of blunted duct termini (Pedram et al., 2014).

In the present study, we analyze mammary gland development in C451A-ERα mice. There is a transient delay in development during puberty. Intriguingly, C451A-ERα mammary CD24^+^CD29^hi^ cells enriched by MaSCs fail to outgrow in *in vivo* transplantation experiments. This default is rescued by co-injection with wild-type LCs – specifically ERα-positive LCs. Altogether, these data indicate that stem cell properties are not cell intrinsic but rely on intercellular communications that in turn are controlled by the membrane ERα in epithelial mammary cells.

## RESULTS

### C451A-ERα delays pubertal mammary gland development

To assess the effects of the C451A-ERα germline mutation on mammary gland development, we analyzed mammary glands from C451A-ERα female mice and their wild-type littermates at critical developmental stages. At puberty (5 weeks), fat pad filling was delayed in C451A-ERα females compared with their wild-type littermates (Fig. 1A,C). At the adult stage (3 months), no difference in fat pad filling was observed between the two genotypes (Fig. 1B,C), but C451A-ERα glands showed fewer side branches (Fig. 1E) and thinner ducts observed on transverse sections (Fig. 1D,F), as reported for NOER mice (Pedram et al., 2014).

**Fig. 1.**
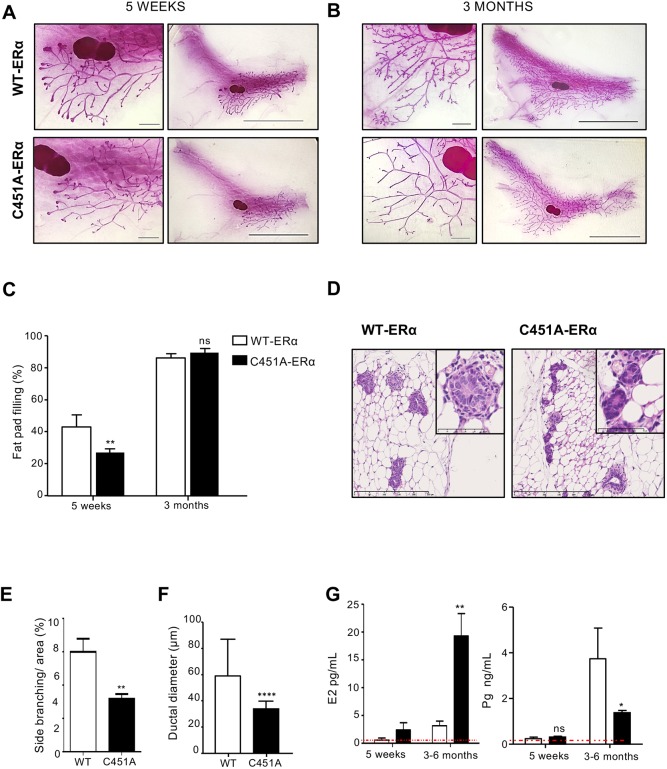
**The invasion of mammary fat pad is delayed at puberty in C451A-ERα mice.** (A,B) Representative images of whole-mount mammary glands from (A) 5-week-old (wild type, *n*=8; C451A-ERα, *n*=8) and (B) 3- to 6-month-old virgin C451A-ERα and wild-type mice (wild type, *n*=9; C451A-ERα, *n*=8). Scale bars: 10 mm (right); 1 mm (left). (C) Quantification of fat pad filling in 5-week-old (two-way ANOVA, *P*<0.01; interaction, **P=0.0082) and 3-month-old (ns, not significant) C451A-ERα and wild-type mice. (D) Representative images of Hematoxylin and Eosin stained transverse sections of mammary glands from 3- to 6-month-old virgin wild-type and C451A-ERα mice. Scale bars: 250 µm and 50 µm (insets). (E,F) Quantification of the number of branching points (E) and of ductal diameters (F) on the ductal tree in 3-month-old wild-type and C451A-ERα mice (wild type, *n*=7; C451A-ERα- *n*=7, *t*-test; **P<0.01; ****P<0.0001). (G) Circulating levels of E2 and progesterone in 5-week- and 3-month-old mice. Expression levels above the dotted line were considered detectable (*P<0.05; **P<0.01; ns, not significant).

Histological analysis revealed normal architecture of the ductal tree, attested by the presence of double layer structure by immunohistochemistry with anti-K5 and -K8 cytokeratins (Fig. S1A,B). At 5 weeks of age, when puberty had occurred, C451A-ERα mice presented a significant small decrease of PR-positive cells, with 57.5%±1.1 in the wild type and 51.7±2.1 in the C451A-ERα mice. However, the expression of ERα, the proliferation and the apoptotic rates (Ki-67 and active caspase-3 staining, respectively) were altered neither at puberty nor in adult animals. Western blot analysis of ERα expression confirmed these data (Fig. S1C). Steroid hormone levels were also measured in 5-week-old and 3- to 6-month-old mice. E2 and progesterone levels were comparable in 5-week-old C451A-ERα and wild-type mice; however, in the adult, serum E2 levels were increased in C451A-ERα mice and progesterone levels were substantially decreased compared with their wild-type littermates (Fig. 1G). Altogether, these results indicate a delay in mammary gland outgrowth during puberty, when serum estrogen and progesterone levels are still similar, and a defect in ductal side branching that may be attributable to decreased serum progesterone levels.

### Transplanted C451A-ERα ducts fail to grow in wild-type mice

The virgin adult C451A-ERα mice showed altered serum hormone profiles, in particular a substantial decrease in the circulating progesterone level, that might impact the observed alterations in mammary gland morphology (Need et al., 2014). To reveal the epithelial-intrinsic role of the C451A-ERα mutation in mammary gland development, we performed transplantation experiments. These engraftments also allowed us to study the normal development of C451A-ERα mammary glands during regular estrous cycles and pregnancy (alveologenesis), circumventing the infertility of C451A-ERα females (Adlanmerini et al., 2014). A piece of mammary epithelium from C451A-ERα mice was engrafted into a cleared inguinal fat pad from 3-week-old wild-type (*Rag1*^−/−^ or C57BL/6N) mice, whereas the contralateral fat pad was engrafted with wild-type epithelium, as previously described (Mallepell et al., 2006). We used donors that ubiquitously expressed the GFP transgene and visualized the epithelium under a fluorescence stereomicroscope to ensure that comparable amounts of mammary epithelia were engrafted. Eight weeks after surgery, fluorescence stereomicroscopy of grafted glands showed the growth and extension of the wild-type epithelium, and the presence of terminal end buds (TEBs), whereas the C451A-ERα epithelium completely failed to grow (Fig. 2A). A nearly total absence of mammary fat pad filling was observed in more than 22 mice engrafted with the C451A-ERα epithelium (Fig. 2B). C451A-ERα epithelium development remained rudimentary, with, on average, less than 10% of the fat pad filled.

**Fig. 2.**
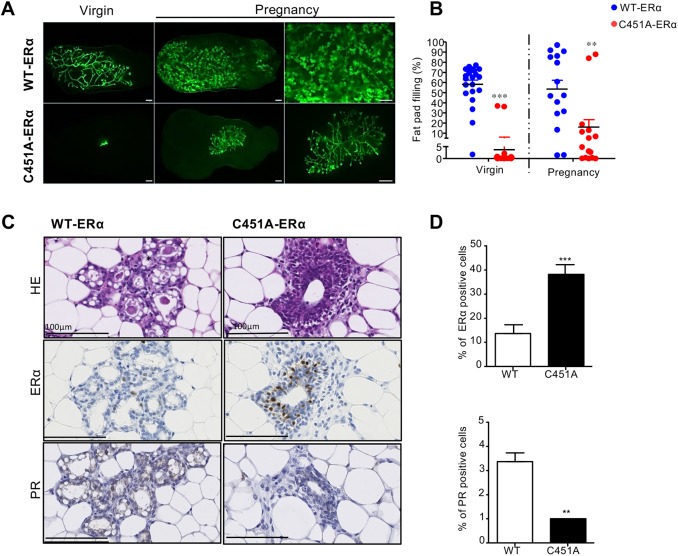
**Absence of development of the C451A-ERα/GFP mammary epithelium after transplantation of ducts in wild-type mice.** (A) Fluorescence stereomicrographs of contralateral inguinal wild-type mammary fat pads engrafted with mammary epithelium from C451A-ERα or wild-type littermates. Images of virgin or day 16-18 pregnant recipients obtained 8 weeks after transplantation. Scale bars: 1 mm. (B) Dot plots showing the extent of fat pad filling by the engrafted epithelia in virgin mice (*n*=22, non-parametric Mann–Whitney *t*-test, ***P<0.001) or pregnant mice (*n*=15, non-parametric Mann–Whitney *t*-test, **P<0.01). Experiments were repeated with four independent donors. Data are mean±s.e.m. (C) Representative immunostaining using Hematoxylin coloration (upper panel), and anti-ERα (middle panel) or anti-PR (lower panel) antibodies in mammary glands from 16.5 day pregnant mice engrafted with epithelium from C451A-ERα or wild-type mice. Scale bars: 100 µm. (D) The proportion of epithelial cells expressing ERα and PR following immunohistochemistry with anti-ERα and PR antibodies was quantified as a percentage of total epithelial cells (**P<0.01; ***P<0.001).

On day 16.5 of pregnancy, when intense hormonal stimulation occurs, alveoli formed all over the ductal tree in the wild-type grafts but not in C451A-ERα epithelia (Fig. 2A), yet the graft expanded (Fig. 2B). Histologically, in wild-type mice, we observed the formation of alveoli lined by a single layer of low columnar epithelial cells, containing lipid droplets (Fig. 2C). Immunofluorescence following the cytokeratins 5 and 8 labeling attested to a double layer structure (Fig. S2A). Expression of ERα and PR by immunochemistry was limited to rare LCs in wild-type mice, as expected with the known decrease of ER-positive cells during pregnancy (Fig. 2C,D) (Van Keymeulen et al., 2017). ERα was significantly expressed in a percentage of LCs while PR was absent in pregnant C451A-ERα mice (a positive control of the PR labeling is presented in Fig. S2B). These observations reveal the importance of palmitoylation of ERα in the mammary epithelium for repopulating the fat pad, and its role in alveologenesis during pregnancy.

### The C451A-ERα mutation alters the balance of luminal/basal mammary epithelial cells and the regenerative potential of MaSCs

To test the hypothesis that a lack of stem cells may underlie the transplantation defect, we monitored different populations of mammary epithelial cells using flow cytometry. The luminal (CD29^lo^CD24^+^) cell population was increased in C451A-ERα mice, whereas a decrease in the MaSC-enriched (CD29^hi^CD24^+^) subpopulation occurred when these populations were isolated by cell sorting (Fig. 3A). We further investigated whether cell-sorted MaSC from intact C451A-ERα mice were able to repopulate the mammary gland *in vivo*. Transplantation of limited numbers of CD29^hi^CD24^+^ GFP cells from C451A-ERα mice into cleared mammary fat pads revealed an absence of outgrowth compared with similar gate-sorted wild-type cells even when 5000 cells were injected (Fig. 3B,C). Control MaSCs gave rise to extensive outgrowth when at least 300 cells were injected, whereas 98% of outgrowths from MaSCs isolated from C451A-ERα virgin mice filled less than 2% of the fat pad. Only one C451A-ERα mouse presented with 5% outgrowth when 2000 CD29^hi^CD24^+^ cells from mutant C451A-ERα mice were transplanted. The mammary repopulating unit frequency was 1/701 for wild-type cells compared with one in 28,189 for C451A-ERα cells, representing 2.4% of the absolute number of WT mammary repopulating units. Immunohistochemical staining of this small outgrowth using specific anti-cytokeratin K5 and K8 antibodies revealed the presence of both luminal and basal cells (Fig. S3A). Interestingly, ERα immunostaining on this small outgrowth demonstrated that C451A basal cells were able to differentiate into both ERα-positive and ERα-negative LCs, although the ductal elongation was absent (Fig. S3B). Thus, membrane ER is required for the outgrowth of CD29^hi^CD24^+^ cells.

**Fig. 3.**
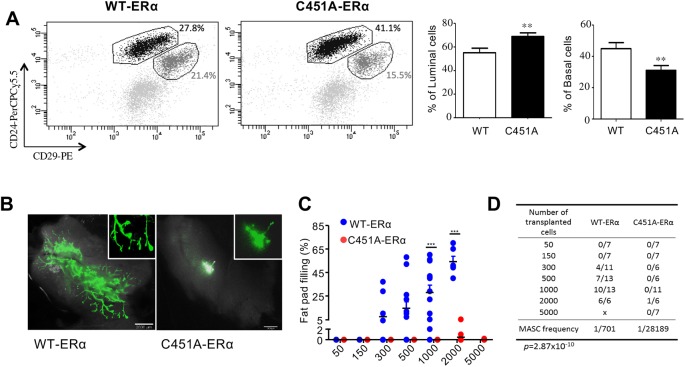
**The frequency and regenerative potential of CD29hiCD24^+^ basal cells are impacted by the C451A-ERα mutation.** (A) Representative flow cytometry dot plots of CD24^+^CD29^lo^ (luminal) and CD24^+^CD29^hi^ (basal) populations gated on CD45 and CD31 from mouse mammary glands obtained from 3-month-old wild-type and C451A-ERα mice. The percentages of luminal or basal cells were calculated within the CD31- and CD45-negative populations (wild type, *n*=25; C451A-ERα, *n*=25, *t*-test, **P<0.01). (B) Representative images of GFP-positive outgrowths arising from transplantation of 2000 double-sorted CD29^hi^ CD24^+^ cells from glands of virgin adult wild-type or C451A-ERα mice. Scale bars: 2 mm. The virgin recipient tissue was collected 8 weeks after transplantation into wild-type and C451A-ERα mice (right panel). (C) Dot plots show the percentages of fat pad filling by outgrowths 8 weeks after transplantation of different numbers of double-sorted CD29^hi^CD24^+^ cells. Cells were injected into the cleared mammary fat pads of 3-week-old syngeneic recipients and collected 8 weeks after transplantation. Data were pooled from two independent experiments (two-way ANOVA, ***P<0.001). Data are mean±s.e.m. (D) Repopulating frequency of the transplantation of limited numbers of double-sorted CD29^hi^CD24^+^ cells from the mammary glands of 12-week-old wild-type or C451A-ERα female mice (ELDA statistical test).

### Engrafted C451A-ERα MaSC cells do not recover their extensive outgrowth ability following hormonal supplementation

Progesterone is responsible for dynamic shifts in specific populations within the mammary epithelial cell hierarchy (Joshi et al., 2010; Asselin-Labat et al., 2010). To investigate whether the shift in cell populations observed in the C451A-ERα mammary glands was secondary to lower progesterone levels, when the hormone has stem cell-promoting effects, mice of both genotypes were ovariectomized at 26 days of age and treated with both E2 and progesterone for 3 weeks. The exposure of C451A-ERα mice to E2 and progesterone did not modify the ability of their mammary ducts to invade the fat pad when compared with their control wild-type littermates (Fig. 4A,B). However, carmine staining revealed an important difference in the architecture of virgin mammary glands. A significant decrease in the thickness of ducts was observed, although this combined treatment efficiently released similar doses of E2 and progesterone in both wild-type and mutant mice (Fig. 4C). According to the immunohistochemistry, obvious changes in the numbers of ERα- and PR-positive cells were not observed (an average of 30-40% positive cells in both and C451A-ERα wild-type mice, Fig. 4D). The proliferation index was not affected. Importantly, hormone treatments restored the balance between luminal (CD29^lo^CD24^+^) and MaSC-enriched basal (CD29^hi^CD24^+^) subpopulations to wild-type ratios (Fig. 4E). Again, we assessed the repopulating MaSC capacities and transplanted limited numbers of CD29^hi^CD24^+^GFP-positive C451A-ERα cells into cleared mammary fat pads and CD29^hi^CD24^+^GFP-positive wild-type cells into the contralateral fat pads. Still, the CD24^+^CD29^hi^ cells from C451A-ERα mice were unable to generate a functional mammary gland, in contrast to wild type (Fig. 4F,G). Ninety-nine percent of outgrowths from MaSC isolated from C451A-ERα virgin mice filled less than 2% of the fat pad, whereas control MaSCs yielded extensive outgrowths in 56% of cases. The mammary repopulating unit frequency was 1 in 987 in ovariectomized wild-type mice supplemented with E2 and progesterone (Fig. 4H), a value that was very similar to intact mice. However, following transplantation with MaSC-enriched basal (CD29^hi^CD24^+^) cells from C451A-ERα, the mammary repopulating unit frequency is approximately 1 in 51,750 for single sorted cells. Thus, inability of C451A-ERα CD24^+^CD29^hi^ cells to reconstitute cleared fat pads is independent of previous intrinsic hormone exposures of stem cells.

**Fig. 4.**
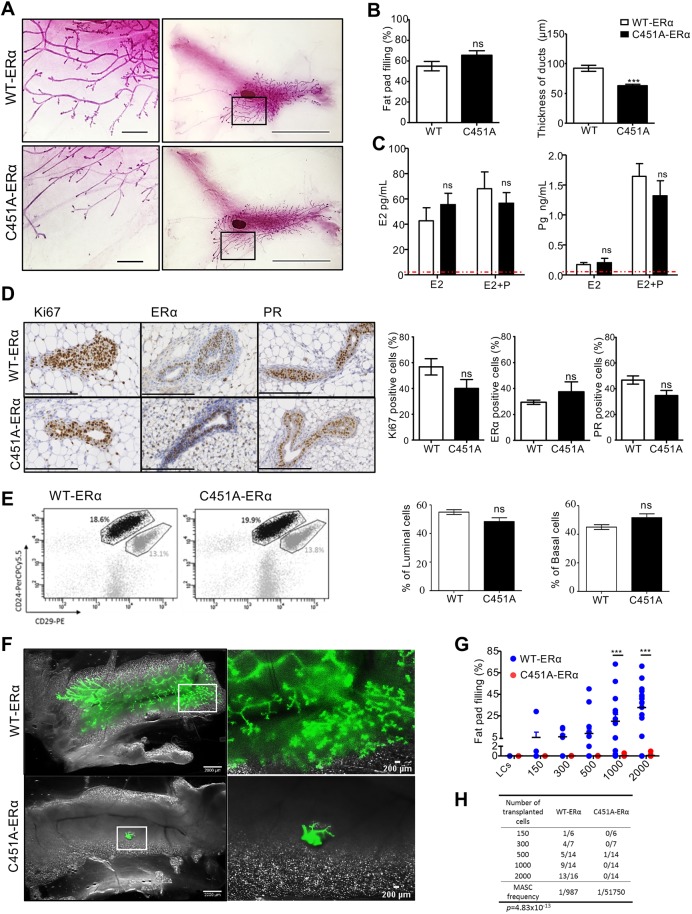
**Hormone supplementation in C451A-ERα mice restores the frequency, but not the regenerative potential, of CD29^hi^CD24^+^ basal cells.** (A) Representative images of whole-mount mammary glands from ovariectomized wild-type and C451A-ERα female mice captured after 3 weeks of treatment with a combination of 17β-estradiol and progesterone; higher magnification images of the ductal tree are also shown. Scale bars: 2 mm (right); 200 µm (left). (B) Bar plots show the percentages of fat pad filling and thickness of ducts (µm) in ductal trees of ovariectomized mice treated with E2 and progesterone for 3 weeks (wild type, *n*=8; C451A-ERα, *n*=11, *t*-test; ns, not significant; ***P<0.001). (C) Circulating levels of E2 and progesterone in ovariectomized mice treated with E2 and progesterone for 3 weeks. Levels above the dotted red line were considered detectable (E2 wild type, *n*=7; E2 C451A-ERα, *n*=5; E2 and Pg wild type, *n*=6; E2 and Pg C451A-ERα, *n*=7; *t*-test; ns, not significant). (D) Representative images of Ki67, ERα and PR immunostaining in mammary glands from ovariectomized wild-type and C451A-ERα mice treated with E2 and progesterone for 3 weeks. The percentages of epithelial cells positive for Ki-67, ERα or PR are expressed relative to the number of total epithelial cells (wild type, *n*=6; C451A-ERα, *n*=6, *t*-test; ns, not significant). Scale bars: 200 μm. (E) Flow cytometry dot plots of CD24^+^CD29^lo^ (luminal) and CD24^+^CD29^hi^ (basal) populations gated on CD45^−^ and CD31^−^ cells from mouse mammary glands removed from ovariectomized wild-type and C451A-ERα mice following 3 weeks of treatment with a combination of 17β-estradiol and progesterone (wild type, *n*=19; C451A-ERα, *n*=21, *t*-test; data not significant). (F) Representative images of GFP-positive outgrowths arising from transplantation of 2000 double-sorted CD29^hi^CD24^+^ cells from the mammary glands of ovariectomized (left panels) wild-type and C451A-ERα (right panel) mice treated with E2+progesterone. Scale bars: 2 mm (left); 200 µm (right). The virgin recipient tissue was collected 8 weeks after transplantation. (G) Percentages of fat pad filling by outgrowths 8 weeks after the transplantation of different numbers of double-sorted CD29^hi^CD24^+^ cells. Cells were injected into the cleared mammary fat pads of 3-week-old syngeneic recipients and collected 8 weeks after transplantation. Data were pooled from two independent experiments (two-way ANOVA, ***P<0.001). (H) Repopulation frequency of the transplantation of a limited number of double-sorted CD29^hi^CD24^+^ cells from the mammary glands of ovariectomized WT and C451A-ERα female mice treated with E2 and progesterone (ELDA statistical test).

### C451A-ERα epithelial cell populations undergo clonal expansion *in vitro* but exhibit defects in matrix degradation

Next, we analyzed the potential of mammary epithelial cells to form colonies (colony-forming cells; CFCs) and mammospheres *in vitro* as a readout for the number of progenitor cells in each population (Stingl et al., 2006). First, FACS-sorted LCs of both genotypes were cultured on irradiated fibroblasts in growth factor-enriched medium. After 8 days, no differences in the number and size of CFCs were observed between C451A-ERα cells and their controls (Fig. S4A). When cells were grown in medium enriched with growth factors containing 4% matrigel, mammospheres were obtained from both sorted luminal and basal cells. We cultured the two subpopulations for more than three generations and did not observe any difference between C451A-ERα and wild-type cells (Fig. S4B). CD24^+^CD29^hi^ cells yielded an average of 300, 200 and 150-200 spheres from 5000 cells seeded at the 1st, 2nd and 3rd generations, respectively. Clonal expansion of the luminal and basal cells was not impacted by the different passages (generations 1 to 3). Having ascertained that clonogenicity is unaffected, we went on to ask whether an inability to invade the mammary stroma may underlie the *in vivo*/*in vitro* discrepancy. We plated equivalent numbers of CD24^+^CD29^hi^ cells onto a fluorescent gelatin matrix *in vitro*. Five days later, the area of degraded gelatin appeared black. The area of degraded gelatin observed with C451A-ERα cells was half of that in wild type (Fig. S5A,B) and was completely abrogated using a nonselective metalloproteinase (MMP) inhibitor (marimastat, Fig. S5C). Degradation was not obtained in experiments using LCs (data not shown). In summary, *in vitro* studies do not reveal a clonogenic difference between populations of wild-type and C451A-ERα luminal and basal epithelial cells. Basal cells harbor outgrowth-matrix interaction defects, suggesting that the inability of C451A-ERα epithelial cells to repopulate fat pads is linked not to the clonogenicity of stem cells but rather to perturbed capacities in establishing interactions with the surrounding tissue *in vivo*.

### Wild-type LCs mediate the expansion of C451A-ERα MaSCs in mixed cell transplantation assays

Abundant literature has demonstrated that some basal cells are multipotent and able to give rise to both luminal and basal lineages upon transplantation (Stingl et al., 2006; Shackleton et al., 2006), while they remain lineage restricted in physiological conditions (Van Keymeulen et al., 2011; Prater et al., 2014; Wuidart et al., 2016). Moreover, paracrine signaling between luminal and basal cells is critically important for mammary epithelial development (Brisken and O'Malley, 2010; Van Keymeulen et al., 2011). To clarify the discrepancy between the normal mammary gland development in hormonally adjusted C451A-ERα females and the absence of outgrowth in reconstitution assays with C451A-ERα basal cells, we transplanted a mixture of FACS-sorted (CD29^hi^CD24^+^) basal cells from C451A-ERα.GFP^+^ mice and GFP-negative CD29^lo^CD24^+^ luminal wild-type or C451A-ERα cells into cleared mammary fat pads of wild-type mice. We used different ratios of C451A basal cells with LCs (1/1 or 5/1) because decreasing the number of LCs has a tendency to preserve the pluripotency of basal cells (Van Keymeulen et al., 2011). Transplantation of GFP-negative wild-type LCs with GFP-positive C451A-ERα basal cells restored their regenerative potential, as extensive outgrowth was observed in 33% of cases (Fig. 5A,B and Fig. S6A). In contrast, transplantation of GFP-positive C451A-ERα mutant basal cells mixed with GFP-negative C451A-ERα LCs failed to regenerate mammary glands. In this transplantation assay, the mammary repopulating unit frequency was 1 in 3154 for single sorted cells (Fig. 5C). This frequency was increased compared with that obtained when C451A-ERα MaSCs were transplanted alone (1 in 28,189 cells), but remained lower than the repopulating frequency unit obtained with WT MaSCs (1 in 701 cells) (Fig. 3D). Analysis of the reconstituted mammary gland under a fluorescence stereomicroscope indicated that the green fluorescent signal was discontinuous (higher magnification image in the left panel of Fig. 5A). Analysis by confocal microscopy of reconstituted mammary glands 8 weeks after transplantation with basal and luminal markers revealed that the vast majority of the basal cytokeratin 5-positive cells were GFP positive in five out of nine mice; these cells originated from the engrafted GFP-positive MaSCs [Fig. 5D (left panel) and Fig. S6B]. Very few LCs were GFP positive. In the other four mice (Fig. 5D, right panel), GFP-positive (K5-positive) basal and (K8-positive) LCs were observed, indicating that the C451A-ERα MaSCs differentiated into LCs in response to paracrine signaling from wild-type LCs. To assess whether the GFP-positive C451A basal cells can give rise to ERα-positive cells when mixed with wild-type LCs, we performed confocal microscopy analysis using anti-GFP and anti-ERα antibodies (Fig. 5E and Fig. S6B-D). We found that the percentage of ERα-positive cells was similar in all the outgrowths (Fig. S6C). However, in the majority of outgrowths, GFP-positive C451A-ERα basal cells gave rise to ERα-negative LCs (Fig. 5E and Movie 1), while GFP and ERα double-positive cells were rarely observed (Fig. S6D). Thus, the C451A-ERα mutation alters the properties of mammary stem cells, as assessed by *in vivo* cell reconstitution assays, possibly owing to the absence of ERα-positive LCs.

**Fig. 5.**
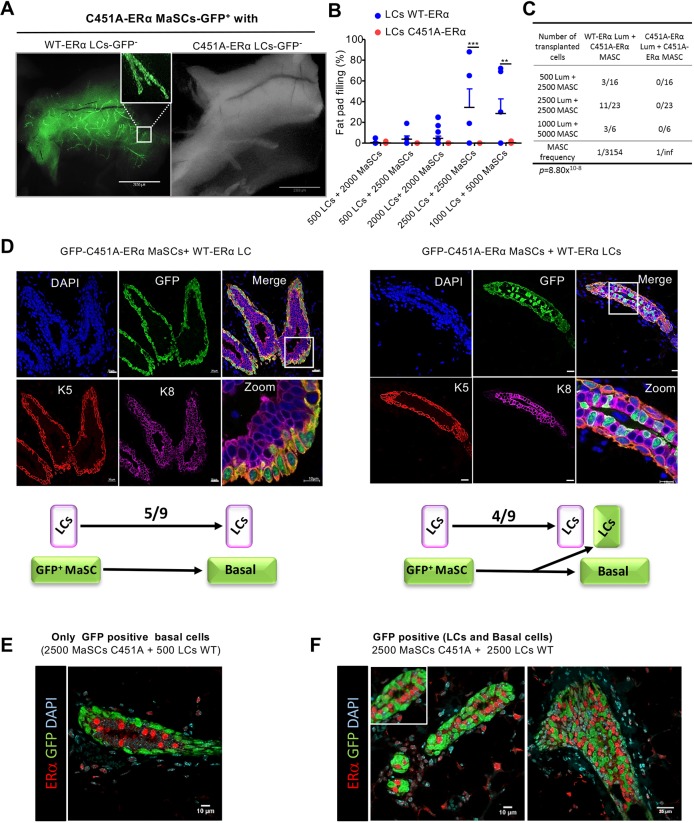
**Co-injection of wild-type CD24^+^CD29^lo^ LCs with CD29^hi^CD24^+^ basal cells from C451A-ERα mice restores their regenerative ability in transplantation assays.** (A) Representative images of GFP-positive outgrowths arising from the transplantation of 2500 double-sorted CD24^+^CD29^lo^ LCs from wild-type (left panel) or C451A-ERα (right panel) mice co-injected with 2500 GFP-positive CD29^hi^CD24^+^ basal cells from C451A-ERα mice. Cells from ovariectomized wild-type or C451A-ERα mice treated with E2+progesterone (Pg) for 3 weeks were sorted by flow cytometry. Scale bar: 2 mm. The wild-type virgin recipient tissue was collected 8 weeks after transplantation. (B) Percentage of fat pad filling by outgrowths 8 weeks after the transplantation of different numbers of double-sorted CD24^+^CD29^lo^ LCs from wild-type or C451A-ERα mice mixed with GFP-positive CD29^hi^CD24^+^ basal cells from C45A-ERα mice. Cells were injected into the cleared mammary fat pads of 3-week-old syngeneic recipients and collected 8 weeks after transplantation. Data were pooled from two independent experiments (two-way ANOVA, **P<0.01, ***P<0.001). (C) Repopulating frequency of the transplantation of limited numbers of double-sorted CD24^+^CD29^lo^ LCs from wild-type or C451A-ERα mice mixed with GFP-positive CD29^hi^CD24^+^ basal cells from C45A-ERα mice (ELDA statistical test). (D) Confocal images of mammary gland epithelium after immunostaining using anti-GFP (green), -K5 (red) and -K8 (magenta) primary antibodies. (E,F) Confocal images of mammary gland epithelium after immunostaining using anti-GFP (green), -ERα (MC20, red) and DAPI (cyan) in epithelium 8 weeks after co-injection of GFP-positive C451A-ERα MaSCs mixed with GFP-negative LCs from wild-type mice. Representative sections of ducts when only C451A MaSCs gave rise to basal cells (E) or when MaSCs C451A gave rise to both basal and luminal GFP positive, but no ERα-positive LCs were observed (F). Scale bars: 2 mm in A; 20 μm in D; 10 µm in E,F (left); 25 µm in F (right).

### The absence of palmitoylated ERα affects the paracrine signaling of LCs

To identify transcriptional changes in C451A-ERα LCs that may underlie the observed phenotype (Fig. 5A), we performed a global gene expression analysis on FACS-sorted LCs from ovariectomized C451A-ERα and wild-type mice treated with E2 alone or in combination with progesterone for 3 weeks. 

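The expression data are 19 single-colour Agilent arrays of RNA from sorted CD24+CD29lo LCs, with 1 array for each mouse. C451A-ERα mice carry a point mutation at the palmitoylation site of ERα, the lipid anchor that holds part of the receptor at the plasma membrane. After ovariectomy the mice received a pellet that released E2 (0.01 mg over 60 days), alone or together with progesterone (1.5 mg over 60 days). The mice bear the numbers of the sample labels. Wild-type mice L67, L50, L72 and L52 (n = 4) and C451A-ERα mice L4, L58, L27, L76 and L51 (n = 5) received E2. Wild-type mice L57, L62, L44, L47 and L21 (n = 5) and C451A-ERα mice L56, L18, L61, L53 and L63 (n = 5) received E2 with progesterone (E2+Pg). The Esr1 probes read the amount of the transcript and not the mutated base, so the genotype of a mouse cannot be read from its array.

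Each value is the median signal of a probe, taken to log2 and normalized by quantiles over the 19 arrays. A probe was kept where its signal lay well above background on at least 4 arrays, and each of the 20692 genes left was read by its brightest probe. Genes were compared with limma, with the spread of each gene taken over the 4 groups (15 residual degrees of freedom). A gene is reported as higher or lower where its two-sided Benjamini-Hochberg adjusted p was under 0.05 and its fold change above 1.5, the thresholds the paper names. The arrays lay on 5 slides, and each slide carried 1 mouse of every group except 1 slide without a wild-type E2 mouse. Differences between a pair of mice on the same slide are therefore given beside the group values, over 4 slides under E2 and 5 under E2+Pg. The number of arrays limits the precision. Data were simulated for the E2 comparison with independent noise and 200 changed genes. In them 59.7% of genes changed by 1 log2 unit were found, and 92.5% of those changed by 2 units. The adjusted p depends on how many genes change, so these rates do not carry over to the real comparison, where far fewer genes passed.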

Two hundred and thirty one genes were differentially expressed between wild-type and C451A-ERα mice in response to E2 (>1.5-fold, Adj *P*-value <0.05; Fig. 6A,B). 

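Under E2, 4 genes were lower and 2 were higher in C451A-ERα LCs than in wild-type LCs, out of 20692 tested. Alox15, a lipoxygenase that oxidises polyunsaturated fatty acids (chromosome 11 of mm9, 70159115 to 70159339), fell from a log2 signal of 7.40 ± 0.22 (SD, n = 4 mice) to 5.45 ± 0.35 (SD, n = 5). This is a log2 fold change of −1.95 (standard error 0.26, adjusted p = 0.0124 from limma), or 3.85-fold. Acod1 (chromosome 14, 103455171 to 103455231), the enzyme that makes the metabolite itaconate, was 2.20-fold lower, with 6.81 ± 0.30 (n = 4) in wild-type and 5.68 ± 0.27 (n = 5) in C451A-ERα LCs. Nccrp1 (chromosome 7, 29328639 to 29328698), a protein of stratified epithelia that is related to F-box proteins, was 2.25-fold lower, with 7.05 ± 0.48 and 5.88 ± 0.14. The zinc-finger genes Zfp202 (chromosome 9, 40020464 to 40020523) and Zfp182 (chromosome X, 20606150 to 20606209) were 1.94-fold and 1.63-fold higher. The fourth transcript that fell, read by probe A_66_P101661 on chromosome 7 (29262350 to 29262409), has no gene name in the reference and was 3.46-fold lower. The adjusted p of these last 5 was 0.0466. For each of the 6, no value of either genotype overlapped with the other (two-sided exact permutation test, p = 0.00794). The difference therefore had to have 1 sign on 4 of 4 slides, which is not separate support.

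At an unadjusted p under 0.05 there were 2839 genes, 1463 higher and 1376 lower, where chance gives 1035. The groups did not overlap for 736 genes (3.56% of those tested, against 1.59% by chance). Single mice decide the calls. No gene passed the test without wild-type mouse L67 or L52 or C451A-ERα mouse L58 or L76, 1 passed without L27 or L51, and 1037 passed without wild-type mouse L72. Alox15 was then at an adjusted p of 0.113 (without L67), 0.068 (L52), 0.0512 (L58) and 0.0613 (L76). The other 5 were at 0.0613 to 0.371 without L67, L52, L58, L27, L76 or L51. Acod1, Zfp202 and A_66_P101661 were at 0.217 without L50, and Zfp182 and Zfp202 at 0.0644 without L4. With the slide as a block no gene passed (Alox15 and Nccrp1 at an adjusted p of 0.0858). With array weights 2239 genes passed. These weights were lowest for mice L4 (0.246), L27 (0.287) and L18 (0.304), which also correlated least with their own groups. They favour mice near their own group, so results with array weights are not independent of the labels. In the authors' value table 133 genes passed.

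Genes of cornified epithelium and interferon response genes had the lowest camera p of the lists under E2. Of 26 interferon response genes, none passed the test over all genes and 19 were lower when adjusted over the list alone. Their median log2 fold change was −1.12 (camera adjusted p = 2.01e-14, adjusted p = 0.173 with an estimated correlation), and the list was lower on 3 of 4 slides (−2.67 to 0.711). Mx1 (−2.18, standard error 0.55) and Rsad2 (−2.45, standard error 0.66), antiviral effectors chosen after their values were seen, had an adjusted p of 0.12 and 0.124. Of 39 genes of cornified and squamous epithelium, a list partly seen in Fig. S7A and S8A, none passed over all genes and 20 were lower when adjusted over the list alone. Their median was −0.71, lower on 4 of 4 slides (−1.2 to −0.319), with an adjusted p of 1.88e-14 (adjusted p = 0.0388 with an estimated correlation, and 0.0889 with the slide as a block as well). The 9 markers of epidermis moved with this list, with a median of −0.87 (camera adjusted p = 0.000181, adjusted p = 0.10 with an estimated correlation), and were lower on 4 of 4 slides. Krt4, a keratin of squamous epithelia, had a log2 signal of 10.93 ± 1.03 (SD, n = 4) in wild-type and 7.05 ± 0.73 (n = 5) in C451A-ERα LCs, with no overlap (two-sided exact permutation test, p = 0.00794). Its adjusted p was 0.111, and 0.00788 without mouse L72, in a range of 7.24e-05 (array weights) to 0.455 over the alternatives, with 0.0475 in the authors' value table.

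**Figure D1:**
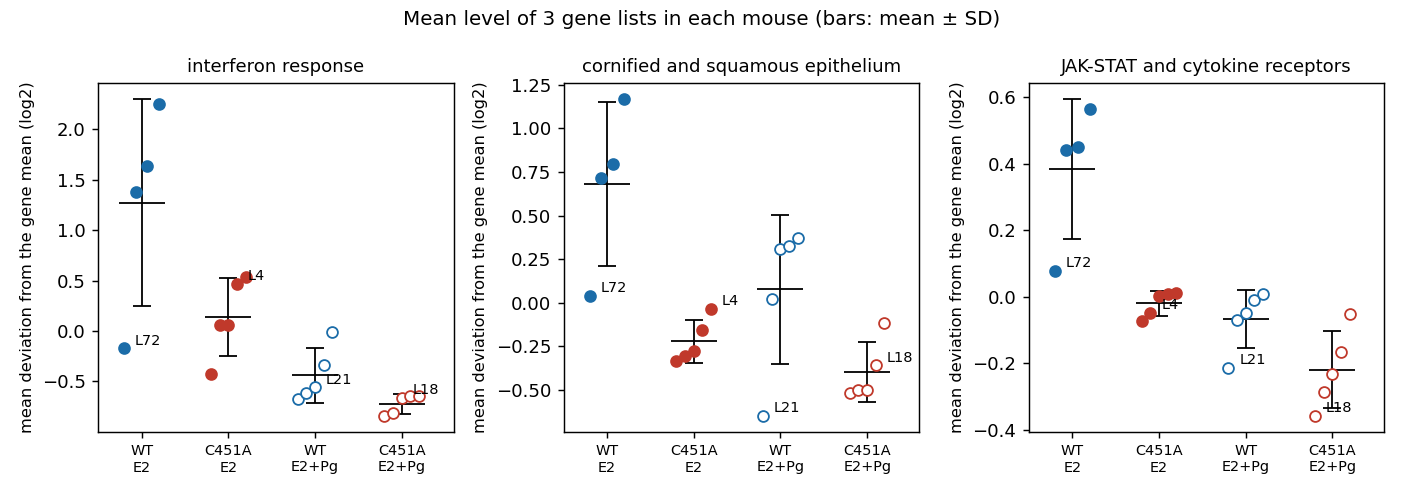
Mean log2 deviation of the genes of 3 lists from their mean over the 19 arrays (y axis) in each mouse (points) of the 4 groups (x axis), with the mean ± SD of each group. Among wild-type mice on E2 the interferon response list lay at 1.38 (L67), 2.25 (L50) and 1.64 (L52), and at −0.171 in mouse L72.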

The addition of progesterone along with E2 differentially regulated the expression of 100 genes between the two genotypes. 

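Under E2+Pg, 1 gene passed the test between the genotypes. Asic2, a proton-gated sodium channel (chromosome 11 of mm9, 80693797 to 80693856), had a log2 signal of 7.48 ± 0.44 (SD, n = 5 mice) in wild-type and 5.61 ± 0.40 (n = 5) in C451A-ERα LCs. It was 3.66-fold lower (log2 fold change −1.87, standard error 0.22, adjusted p = 0.00231 from limma), without overlap (two-sided exact permutation test, p = 0.00794). Without overlap it had to be lower on 5 of 5 slides (−2.38 to −1.51). The call was lost with the scanner's processed signal (−2.74, adjusted p = 0.11, in a range of 8.92e-05 to 0.11). With probes above background on all arrays no gene was called. The Asic2 call held under the other alternatives. Of 29 cell cycle genes none passed over all genes and 22 were lower when adjusted over the list alone, with a median log2 fold change of −1.53 (camera adjusted p = 3.84e-10, adjusted p = 0.895 with an estimated correlation). Ccnb1 (−2.04, standard error 0.75) and Cdk1 (−1.82, standard error 0.64), which drive entry into mitosis, had an adjusted p of 0.206 and 0.197 and were chosen after their values were seen. The list was lower on 4 of 5 slides (−3.33 to 1.07). Its mean deviation was 0.511 ± 0.317 (SD, n = 5) in wild-type and −0.855 ± 1.41 (n = 5) in C451A-ERα LCs, where mouse L18 lay at 1.05 and mouse L63 at −2.70.

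The unadjusted p was under 0.05 for 3785 genes, where chance gives 1035, and the groups did not overlap for 536 genes (2.59%, against 0.794% by chance). A pair of mice moves the count of called genes: 1078 genes passed without C451A-ERα mouse L18 and 227 without wild-type mouse L21. With array weights 2211 genes passed, in the authors' value table 26, with only the compared groups 5, and with the processed signal none.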

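At an unadjusted p under 0.05, 2120 genes were lower and 1665 higher under E2+Pg. At an adjusted p under 0.15 and a fold change above 1.5, which is looser than the threshold of the test, 297 were lower and 69 higher under E2+Pg, and 308 were lower and 135 higher under E2. This balance turned with array weights, under which 1041 genes were called lower and 1170 higher under E2+Pg. Fzd2, a receptor for Wnt ligands chosen after its values were seen, was lower in both comparisons, by a log2 fold change of −1.68 (standard error 0.38) under E2 and −1.41 (standard error 0.36) under E2+Pg, with an adjusted p of 0.111 and 0.115. Of the 2839 genes at an unadjusted p under 0.05 under E2, 2033 had the same sign under E2+Pg. Across all genes the genotype differences under the 2 treatments had a Pearson r of 0.309, a description over genes, which are not independent replicates. This r was 0.112 without mouse L58, 0.492 without mouse L4 and 0.616 with array weights. Chance could not be excluded for it, since 26 of 100 exchanges of genotype labels within treatments reached it.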

More precisely, in response to the progesterone/E2 treatment, only a limited number of genes (six genes, with one gene shared with cells treated with E2 alone) were upregulated in C451A-ERα cells compared with wild-type cells, whereas most genes (94, with seven common genes). Among these downregulated common genes, *Greb1* is one strongly downregulated (fold change of 11 in response to E2; fold change of 17 in response to E2^+^ progesterone) and is well known as an estrogen-responsive gene that is an early response gene in the estrogen receptor-regulated pathway (Fig. 6B). 

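Greb1 encodes a cofactor that binds ERα at chromatin (probe on chromosome 12 of mm9, 16678455 to 16678514). Under E2 its log2 signal was 11.83 ± 1.55 (SD, n = 4 mice) in wild-type and 8.18 ± 2.08 (n = 5) in C451A-ERα LCs, a 12.5-fold lower mean (log2 fold change −3.65, standard error 1.00). Under E2+Pg it was 10.91 ± 1.10 (n = 5) in wild-type and 7.24 ± 1.59 (n = 5) in C451A-ERα LCs, a 12.7-fold lower mean (log2 fold change −3.67, standard error 0.94). It was lower on 4 of 4 slides under E2 (−7.01 to −1.79) and on 5 of 5 under E2+Pg (−5.84 to −1.01). For this gene alone the two-sided exact permutation test gave p = 0.0397 under E2 and p = 0.0159 under E2+Pg. Over all genes the adjusted p from limma was 0.125 and 0.115, so neither difference passed the test.

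Mouse L72, at 9.51 the lowest wild-type mouse under E2, decides the first call: without it the adjusted p was 0.0172. Under E2+Pg the adjusted p was 0.034 without mouse L18, the highest C451A-ERα mouse at 9.66, and 0.0472 without mouse L21, the lowest wild-type mouse at 9.05. Array weights gave an adjusted p of 0.00013 under E2 and 0.00636 under E2+Pg, in ranges up to 0.467 and 0.300 over the alternatives.

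**Figure D2:**
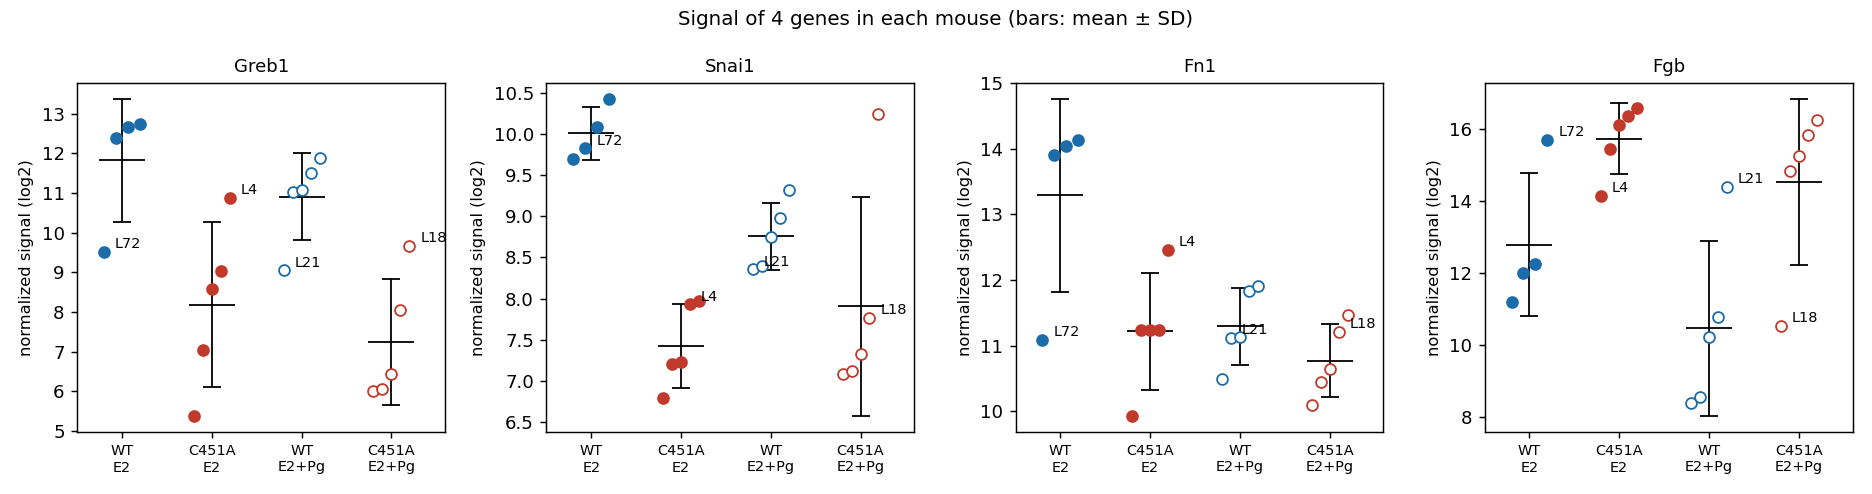
Normalized log2 signal (y axis) of Greb1, Snai1, Fn1 and Fgb in each mouse (points) of the 4 groups (x axis), with the mean ± SD of each group. The Greb1 signal of wild-type mice on E2 was 12.67, 12.39 and 12.74, and 9.51 in mouse L72.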

According to gene ontology analysis, most of the differentially expressed genes encode proteins that are integral components of membrane, part of extracellular matrix or display kinase activity (Fig. 6C-E and Fig. S7A).

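Lists of extracellular matrix, matrix proteases and cell adhesion had negative median log2 fold changes in C451A-ERα LCs under E2 and passed camera's test with a preset correlation only, while no single member passed the test over all genes. Of 49 genes of extracellular matrix and basement membrane, 9 were lower when adjusted over the list alone and none was higher. Among these 9, chosen after their values were seen, were chains of the laminin that anchors epithelia to the basement membrane: Lama3 (log2 fold change −1.34, standard error 0.34) and Lamb3 (−1.17, standard error 0.32). Of 44 matrix proteases and inhibitors, 7 were lower when adjusted over the list alone, and of 34 integrins, cadherins and desmosome genes, 3 were lower and 1 was higher. The median log2 fold changes were −0.25 for the matrix, −0.26 for the proteases (mean −0.54) and −0.27 for the adhesion genes. The camera adjusted p was 8.71e-06, 2.16e-05 and 9.3e-05, and with an estimated correlation the adjusted p was 0.288, 0.145 and 0.261. The matrix list was lower on 4 of 4 slides (−0.514 to −0.0252) and each of the other lists on 3 of 4. Some cell markers moved the same way. The basal markers had a median of −0.26 (camera adjusted p = 0.0772), lower on 4 of 4 slides (−0.628 to −0.0194). The epidermis markers had a median of −0.87 (camera adjusted p = 0.000181, adjusted p = 0.10 with an estimated correlation). The fibroblast markers were lower on 2 of 4 slides. Wild-type mouse L72 stood apart: its mean over the list was −0.17 for the proteases and −0.0431 for the adhesion genes, relative to all mice, within the C451A-ERα mice (−0.402 to 0.0226 and −0.345 to 0.0117), while the other wild-type mice were at 0.368 to 0.617 and 0.159 to 0.377.

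Under E2+Pg the matrix list had a median of −0.04 (adjusted p = 0.663) and the adhesion genes 0.13 (adjusted p = 0.657). In the matrix list 4 genes were then lower and 2, the fibrinogen genes Fgb and Fgg, higher when adjusted over the list alone. The proteases had a median of −0.22 (adjusted p = 0.0336, adjusted p = 0.895 with an estimated correlation), with 6 lower when adjusted over the list alone. That call was lost without mouse L57 (0.193), L62 (0.195), L18 (0.126) or L53 (0.122). These lists were written from general knowledge of the gene families and are not the categories of the gene ontology.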

**Fig. 6.**
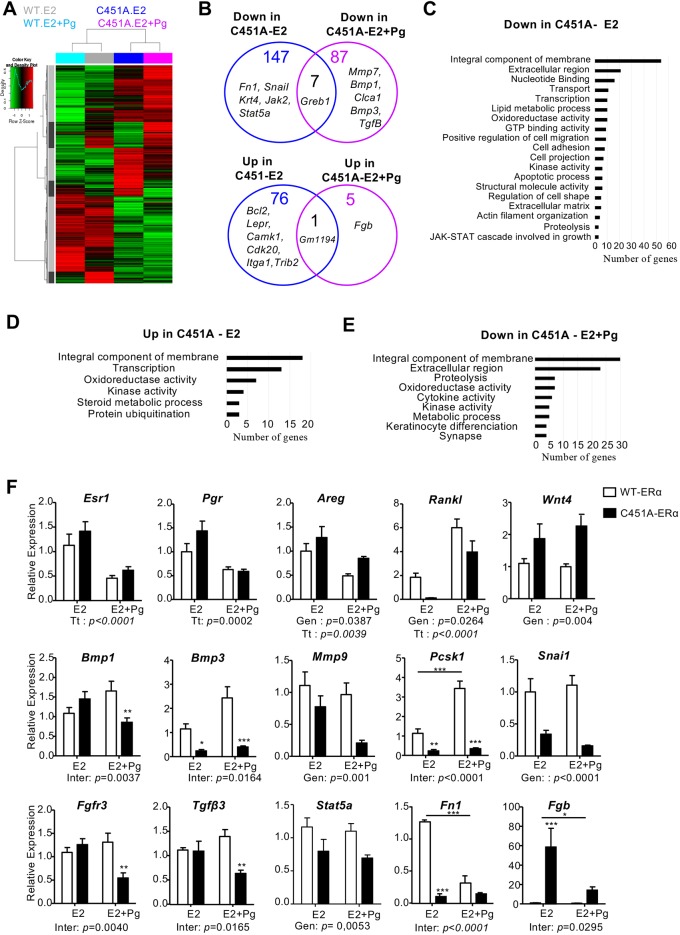
**Large-scale analysis of the effects of C451A-ERα on gene expression in the CD24^+^CD29^lo^ LCs.** (A) Heatmap of the global gene expression analysis in CD24^+^CD29^lo^ LCs from wild-type and C451A-ERα ovariectomized mice treated with E2 or E2+progesterone (Pg) for 3 weeks (wild type, *n*=5; C451A-ERα, *n*=5 in each condition). (B) Venn diagram of differentially expressed (up- and downregulated) genes. (C-E) Gene ontology analysis of the dysregulated genes using the GO database. (F) Gene expression analysis using qRT-PCR. Relative mRNA levels were normalized and presented as relative levels compared with expression in wild-type mice treated with E2. Samples used in the large-scale analysis were included and are complemented with two additional samples prepared using the same conditions (wild type, *n*=7; C451A-ERα, *n*=7; two-way ANOVA, *P<0.05, **P<0.01, ***P<0.001).

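No gene was called in the same direction under both treatments, and chance would give 0.000193 genes for lists of this length (limma, 6 and 1 genes called). At an unadjusted p under 0.05 the counts were 2839 and 3785. The overlap was 683 genes with array weights (235 higher and 448 lower), 18 lower genes without wild-type mouse L72 and 2 lower genes without wild-type mouse L21. Of the genes called between E2 and E2+Pg, 49 were higher in both wild-type and C451A-ERα LCs (1.27 by chance) and 50 lower in both (2.29 by chance). The sizes of these overlaps cannot be compared with that of the genotype comparisons, since the lists called with progesterone were far longer. Across all genes the Pearson r was 0.249 for the 2 progesterone comparisons and 0.309 for the 2 genotype comparisons. Asic2 was the single gene called between genotypes under E2+Pg, and none of Alox15, Acod1, Nccrp1, Zfp182 and Zfp202 passed that test under E2+Pg. Alox15 was at a log2 fold change of −0.59 (standard error 0.24) there and Nccrp1 at −0.04, and Acod1 was at least 1.37-fold lower, a bound since its probe was not well above background in C451A-ERα LCs, while Zfp182 was at 0.14 and Zfp202 at 0.25.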

The results of the microarray analysis were validated by qRT-PCR using Fluidigm Biomark Real-Time PCR. Among the panel of analyzed genes, we also included several genes known to be regulated by ERα and PR in the mammary gland, specifically *Areg* and *Wnt4* (Fig. 6F). *Esr1*, *Pgr* and *Areg* were not differentially expressed in mutant mice, consistent with the immunostaining analyses of ERα and PR protein expression (Fig. 4D). 

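Esr1, the gene of ERα (probe on chromosome 10 of mm9, 5341167 to 5341226), had a log2 signal of 10.67 ± 0.25 (SD, n = 4) in wild-type and 11.17 ± 0.34 (n = 5) in C451A-ERα LCs under E2, and 9.70 ± 0.22 and 10.16 ± 0.95 (n = 5 each) under E2+Pg. The log2 fold changes were 0.50 (standard error 0.34, adjusted p = 0.551) and 0.47 (standard error 0.32, adjusted p = 0.418). Pgr, the progesterone receptor gene (chromosome 9, 8968492 to 8968551), was at 11.22 ± 0.27 (n = 4) and 10.86 ± 0.59 (n = 5) under E2 (adjusted p = 0.577). Under E2+Pg it was at 10.51 ± 0.21 and 9.87 ± 0.42 (n = 5 each), a log2 fold change of −0.63 (standard error 0.25, adjusted p = 0.216), lower on 5 of 5 slides. For Pgr alone under E2+Pg, the two-sided exact permutation test of this probe gave p = 0.0159. Other Pgr probes well above background on all 19 arrays gave log2 fold changes of −0.38 (standard error 0.22) and 0.11 (standard error 0.21) there. Areg, the amphiregulin gene that carries the growth signal of ERα-positive LCs (chromosome 5, 91570090 to 91570149), was at 13.60 ± 0.33 (n = 4) and 13.89 ± 0.29 (n = 5) under E2 (adjusted p = 0.804), and at 12.36 ± 0.49 and 12.57 ± 1.04 (n = 5 each) under E2+Pg (adjusted p = 0.762).

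Wnt4, a Wnt ligand made by the same cells, was at 10.89 ± 1.02 (n = 4) and 11.85 ± 0.26 (n = 5) under E2 (log2 fold change 0.96, standard error 0.36, adjusted p = 0.239). None of these 4 genes passed limma's test in either genotype comparison. Wnt4 passed it under E2 without mouse L72 (1.41, adjusted p = 0.00879) and with array weights (1.26, adjusted p = 0.00281, in a range up to 0.653). Pgr passed under E2 with array weights (−0.59, adjusted p = 0.0291, in a range up to 0.843).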

The *RankL* (*Tnfsf11*) gene*,* known to be induced by PR signaling, was indeed upregulated following progesterone treatment, indicating that the progesterone pathway is partially conserved. 

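Tnfsf11, the gene of RANKL (probe on chromosome 14 of mm9, 78677444 to 78677503), had a log2 signal of 4.84 ± 0.28 (SD, n = 4) under E2 and 6.63 ± 0.99 (n = 5) under E2+Pg in wild-type LCs. Its probe was not well above background in wild-type LCs on E2, so the difference is a bound of at least 3.22-fold higher under E2+Pg. The log2 fold change was 1.80 (standard error 0.54), above 0 on 4 of 4 slides (0.454 to 2.45), with a two-sided exact permutation p of 0.0238 and an adjusted p over all genes of 0.0978 from limma. In C451A-ERα LCs it was at 4.83 ± 0.45 (n = 5) under E2 and 5.52 ± 1.25 (n = 5) under E2+Pg (log2 fold change 0.69, standard error 0.51, adjusted p = 0.50, exact permutation p = 0.254, higher on 4 of 5 slides). The test of the difference between these responses gave −1.11 (standard error 0.74, adjusted p = 0.487). That value rests on the bound for wild-type LCs, so it is not an exact difference. Between genotypes under E2+Pg the log2 fold change was also −1.11 (standard error 0.51, adjusted p = 0.26). That comparison passed the test without C451A-ERα mouse L18 (−1.62, adjusted p = 0.0391) and with array weights (−1.40, adjusted p = 0.0324, in a range up to 0.488).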

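Snai1 encodes a repressor of the E-cadherin gene (probe on chromosome 2 of mm9, 167368073 to 167368132). Under E2 its log2 signal was 10.01 ± 0.32 (SD, n = 4) in wild-type and 7.42 ± 0.51 (n = 5) in C451A-ERα LCs. The groups did not overlap (two-sided exact permutation test, p = 0.00794, the smallest p that 4 against 5 mice allow). The mean was 6.00-fold lower, and without overlap Snai1 had to be lower on 4 of 4 slides (−3.21 to −1.85). The log2 fold change of −2.58 (standard error 0.48) had an adjusted p of 0.0961 over all genes from limma, short of the threshold. It passed without mouse L72 (adjusted p = 0.00841), in the authors' value table (−2.51, adjusted p = 0.0404), with only the compared groups (adjusted p = 0.0252) and with array weights (adjusted p = 0.000118), in a range up to 0.412 over the alternatives. Under E2+Pg the log2 fold change was −0.85 (adjusted p = 0.308). Of 16 genes of the epithelial-mesenchymal transition, Snai1 and Grhl3, a transcription factor of epithelial barriers, were lower under E2 when adjusted over the list alone, and none over all genes. The median of that list was −0.17 (camera adjusted p = 0.0757, adjusted p = 0.361 with an estimated correlation), and it passed without mouse L50 (0.0272) or L4 (0.0298).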

Interestingly, the *Snai1*, which encodes a zinc-finger transcription factor also known as Snal1 involved in different processes controlling cell differentiation and apoptosis (Côme et al., 2004), was significantly decreased in C451A mice by E2 treatment (Fig. S7A-C). *Fn1*, *Jak2* and *Stat5a* genes were also downregulated by the E2 treatment in C451A-ERα cells. 

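Fn1, fibronectin (probe on chromosome 1 of mm9, 71632116 to 71632175), had a log2 signal of 13.29 ± 1.47 (SD, n = 4) in wild-type and 11.22 ± 0.90 (n = 5) in C451A-ERα LCs under E2, a 4.20-fold lower mean. Jak2, the kinase that carries prolactin and growth hormone signals (chromosome 19, 29386381 to 29386440), was at 10.87 ± 0.47 and 9.81 ± 0.21, 2.09-fold lower and without overlap. Stat5a, the transcription factor that JAK2 activates (chromosome 11, 100746373 to 100746432), was at 12.17 ± 0.07 and 11.72 ± 0.50, 1.37-fold lower. The two-sided exact permutation test gave p = 0.0714 for Fn1, p = 0.00794 for Jak2 and p = 0.143 for Stat5a. Jak2, without overlap, had to be lower on 4 of 4 slides (−1.6 to −0.501). Fn1 was lower on 3 of 4 (−4.19 to 0.142) and Stat5a on 3 of 4 (−1.01 to 0.0303). The adjusted p from limma was 0.124 for Fn1 (log2 fold change −2.07, standard error 0.56), 0.105 for Jak2 (−1.06, standard error 0.21) and 0.47 for Stat5a (−0.45, standard error 0.26), so none passed the test.

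Wild-type mouse L72 decides the calls of Fn1 and Jak2. Its Fn1 signal was 11.09 and its Jak2 signal 10.17, each the lowest of the wild-type mice, and without it the adjusted p was 0.00134 for Fn1 (−2.80) and 0.000893 for Jak2 (−1.3). The authors' value table gave 0.0348 for Jak2. Array weights gave 0.00014 for Fn1, 5.42e-05 for Jak2 and 0.00271 for Stat5a, in ranges up to 0.469, 0.455 and 0.703 over the alternatives.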

Importantly, a strong gene-gene interaction network was found among these E2-downregulated genes in C451A-ERα cells. These interactions point to genes that positively regulate cell migration (with *Snai1*, *Fn1* and *Lamb1* being the most downregulated genes on this pathway) and involved in the JAK-STAT signaling cascade [a pathway induced by growth-hormone receptors (GH-R) and fibroblast growth factor receptors (FGF-R) (Furth et al., 2011)]. 

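Of 34 genes of JAK-STAT signaling and cytokine receptors, none passed the test over all genes under E2 and 7 were lower in C451A-ERα LCs when adjusted over the list alone, with none higher. Besides Jak2 these were the feedback inhibitors Cish, Socs1 and Socs2, which STAT proteins induce, and the receptors Ghr, Il4ra and Il5ra, all chosen after their values were seen. Ghr, the growth hormone receptor, had a log2 fold change of −1.49 (standard error 0.40, adjusted p = 0.124). The median of the list was −0.21, lower on 4 of 4 slides (−0.562 to −0.0689), with a camera adjusted p of 0.000115 (adjusted p = 0.0388 with an estimated correlation, and 0.0889 with the slide as a block as well). The call with an estimated correlation was lost when the 3 lists that the paper chose or partly showed were left out of the adjustment (0.0753). Of 16 genes of the FGF family, none was higher or lower when adjusted over the list alone, and their median was 0.10 (adjusted p = 0.763). Under E2+Pg the JAK-STAT list had a median of 0.02 with a test that pointed down (adjusted p = 0.772), with 5 genes lower and 0 higher when adjusted over the list alone, and the FGF list a median of 0.17 (adjusted p = 0.202).

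Lamb1, a laminin chain of the basement membrane (probe on chromosome 12 of mm9, 32014411 to 32014470), had a log2 signal of 11.67 ± 1.24 (SD, n = 4) in wild-type and 9.86 ± 0.61 (n = 5) in C451A-ERα LCs under E2. The mean was 3.52-fold lower (log2 fold change −1.81, standard error 0.46, adjusted p = 0.12 from limma), lower on 4 of 4 slides (−3.06 to −0.324), with a two-sided exact permutation p of 0.0556. The adjusted p was 0.000663 without mouse L72 (−2.43), 0.0475 in the authors' value table and 7.24e-05 with array weights, in a range up to 0.455.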

Among the differentially expressed genes observed following addition of progesterone treatment, genes such as *Mmp7*, *Bmp1*, *Bmp3*, *Tgfb1* and *Clca1* (all of which are involved in mammary gland development and extracellular matrix modifications) were downregulated in C451A-ERα mice (Fig. S8A,B). 

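Bmp3, an antagonist among the bone morphogenetic proteins (probe on chromosome 5 of mm9, 99308890 to 99308949), had a log2 signal of 9.20 ± 0.67 (SD, n = 5) in wild-type and 7.09 ± 1.38 (n = 5) in C451A-ERα LCs under E2+Pg, a 4.32-fold lower mean. Clca1, a secreted regulator of chloride channels (chromosome 3, 144667558 to 144667617), was at 9.65 ± 0.75 and 8.31 ± 0.24, 2.53-fold lower. Tgfb1, the growth inhibitor TGFβ (chromosome 7, 26489877 to 26489936), was at 8.54 ± 0.35 and 7.77 ± 0.27, 1.70-fold lower. Mmp7, the matrix protease matrilysin (chromosome 9, 7699476 to 7699535), was at 5.47 ± 0.47 and 4.72 ± 0.40, 1.68-fold lower. Its signal was well above background in 4 wild-type and 1 C451A-ERα mice on E2+Pg and in no mouse on E2. The two-sided exact permutation test gave p = 0.00794 for Bmp3 and Tgfb1 and p = 0.0317 for Clca1 and Mmp7. Bmp3, Tgfb1 and Mmp7 were lower on 5 of 5 slides and Clca1 on 4 of 5. For Bmp3 and Tgfb1 this follows from groups that did not overlap. The adjusted p over all genes from limma was 0.115 for Bmp3 (log2 fold change −2.11, standard error 0.54), 0.118 for Tgfb1 (−0.77, standard error 0.20), 0.11 for Clca1 (−1.34, standard error 0.30) and 0.133 for Mmp7 (−0.75, standard error 0.21), so none passed the test.

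Bmp1, which cleaves procollagen, was at 11.81 ± 0.37 and 11.52 ± 0.33 (n = 5 each) by its brightest probe (chromosome 14, 70874370 to 70874429), a log2 fold change of −0.29 (standard error 0.18, adjusted p = 0.347, exact permutation p = 0.27) that was lower on 3 of 5 slides. Another Bmp1 probe (70886415 to 70886474) gave −0.84 (standard error 0.16). The calls rest on single mice. Without C451A-ERα mouse L18 the adjusted p was 0.0337 for Bmp3, 0.0393 for Clca1 and 0.0351 for Mmp7, and without wild-type mouse L21 it was 0.00713 for Clca1 and 0.0183 for Mmp7. Array weights gave 0.0191 for Bmp3, 0.0324 for Tgfb1, 0.00877 for Clca1 and 0.0057 for Mmp7, in ranges up to 0.300, 0.304, 0.300 and 0.347. Of 32 genes of TGFβ and BMP signaling, Bmp3 and Tgfb1 were lower under E2+Pg when adjusted over the list alone, and the list had a median of 0.10 (camera adjusted p = 0.761).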

A predicted gene-gene interaction network that is important for duct morphogenesis was found between the morphogens *Bmp1* and *Bmp3*, the *Wnt* signaling pathway (*Dkk3*), and the *Mmp7* metalloprotease. 

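Dkk3, a secreted protein of the Dickkopf family that modulates Wnt signaling (probe on chromosome 7 of mm9, 119259556 to 119259615), had a log2 signal of 12.48 ± 0.59 (SD, n = 5) in wild-type and 9.21 ± 1.71 (n = 5) in C451A-ERα LCs under E2+Pg. The mean was 9.68-fold lower (log2 fold change −3.27, standard error 0.85), lower on 5 of 5 slides (−5.32 to −0.593), with a two-sided exact permutation p of 0.0159. The adjusted p over all genes from limma was 0.117. It was 0.0257 without C451A-ERα mouse L18 (−3.97) and 0.00932 with array weights, in a range up to 0.300. Under E2 the log2 fold change of Dkk3 was −2.06 (standard error 0.91, adjusted p = 0.319), and 0.00104 was its adjusted p with array weights, in a range up to 0.701. Of 38 Wnt signaling genes, none passed over all genes under E2+Pg, and 3 were lower when adjusted over the list alone: Dkk3, its relative Dkkl1 and the receptor Fzd2. The median of the list was 0.01 (camera adjusted p = 0.887). Under E2 the receptors Fzd4 and Ror2 were higher and the receptors Fzd2 and Fzd5 lower when adjusted over the list alone, with a median of −0.10 (adjusted p = 0.328).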

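On the arrays, Tgfb3, a TGFβ ligand (probe on chromosome 12 of mm9, 87397804 to 87397863), had a log2 signal of 13.25 ± 0.44 (SD, n = 4) in wild-type and 12.45 ± 0.56 (n = 5) in C451A-ERα LCs under E2, and 13.06 ± 0.57 and 12.43 ± 1.07 (n = 5 each) under E2+Pg. The log2 fold changes were −0.80 (standard error 0.45, adjusted p = 0.457) and −0.63 (standard error 0.42, adjusted p = 0.397). Fgfr3, a receptor for fibroblast growth factors (chromosome 5, 34079649 to 34079708), was at 10.98 ± 0.20 (n = 4) and 10.57 ± 0.33 (n = 5) under E2, without overlap, and at 10.42 ± 0.15 and 10.63 ± 0.41 (n = 5 each) under E2+Pg. Its log2 fold changes were −0.40 (standard error 0.20, adjusted p = 0.38) and 0.21 (standard error 0.19, adjusted p = 0.529). Under E2 both genes were lower on 4 of 4 slides, which for Fgfr3 follows from the lack of overlap. The two-sided exact permutation test gave p = 0.0635 for Tgfb3 and p = 0.0476 for Fgfr3. Neither passed limma's test over all genes, apart from Tgfb3 under E2 with array weights (−1.3, adjusted p = 0.00154, in a range up to 0.754).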

Interestingly, RT-PCR also confirmed downregulation of the growth factor *Tgfb3* or the growth factor receptor *Fgfr3* (which is involved in paracrine signaling of ER-positive LCs). In contrast, the gene whose expression was upregulated to the greatest extent by the progesterone treatment in C451A-ERα mice was *Fgb*, which encodes the extracellular matrix protein fibrinogen and is exclusively expressed in luminal ER-positive cells (Kendrick et al., 2008). 

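Fgb, the fibrinogen beta chain gene (probe on chromosome 3 of mm9, 82846334 to 82846393), had a log2 signal of 10.46 ± 2.43 (SD, n = 5) in wild-type and 14.54 ± 2.31 (n = 5) in C451A-ERα LCs under E2+Pg, a 16.9-fold higher mean (log2 fold change 4.08, standard error 1.17). Under E2 it was at 12.79 ± 1.99 (n = 4) and 15.73 ± 0.98 (n = 5), 7.66-fold higher (log2 fold change 2.94, standard error 1.24). It was higher on 5 of 5 slides under E2+Pg (0.84 to 7.88) and on 4 of 4 under E2 (0.666 to 4.31). The two-sided exact permutation test gave p = 0.0238 under E2+Pg and p = 0.0397 under E2, and the adjusted p from limma was 0.136 and 0.297, so neither difference passed over all genes. Under E2+Pg the adjusted p was 0.0307 without wild-type mouse L21 and 0.0311 without C451A-ERα mouse L18, whose Fgb signal of 10.53 was the lowest of its group. Array weights gave 0.00538 under E2+Pg and 0.000619 under E2, in ranges up to 0.313 and 0.669 over the alternatives.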

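Taking the genes of the paper's array figures and qRT-PCR panel together, 40 could be tested. None passed limma's test over all genes in either genotype comparison, while 13 under E2 and 18 under E2+Pg passed when adjusted over these genes alone. Since the study chose them on these samples, that count is not independent evidence. At an unadjusted p under 0.05 there were 21 in each comparison, and 7 under E2 and 6 under E2+Pg had no overlap between the genotypes. For the same reason these counts cannot be set against chance. Over all genes 3.56% under E2 and 2.59% under E2+Pg had no overlap. Trib2, a pseudokinase, is in the list that the paper gives as higher under E2, with 8.15 ± 0.23 (SD, n = 4) in wild-type and 9.41 ± 0.49 (n = 5) in C451A-ERα LCs and a higher level on 4 of 4 slides (log2 fold change 1.26, standard error 0.27, adjusted p = 0.111). It passed without mouse L72 (0.0128), in the authors' value table (0.0442) and with array weights (8.16e-05), in a range up to 0.455.

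Of the lists of growth factor and paracrine signals under E2, TGFβ and BMP signaling (32 genes) had a median log2 fold change of −0.17 (camera adjusted p = 0.0259, adjusted p = 0.261 with an estimated correlation). One member, Ltbp1, which stores TGFβ in the matrix, was lower when adjusted over the list alone. The call of this list was lost without mouse L67 (median −0.04, 0.082) and with both scalings to the 75th percentile (0.0616 and 0.0669). The 14 genes of the EGF family had a median of −0.16 (adjusted p = 0.0512, adjusted p = 0.145 with an estimated correlation), with the ligand Epgn and the receptor Egfr lower when adjusted over the list alone. That list passed in the authors' value table (0.0436) and without mouse L67 (0.0463), L52 (0.0141), L58 (0.0329), L27 (0.0499), L76 (0.0419) or L51 (0.0378). In the paper's reading, this gene profile pointed to altered signaling pathways of growth factors, extracellular matrix and paracrine signals in the luminal compartment of C451A-ERα mice.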

Altogether, this gene profile analysis indicated alteration of signaling pathways involving growth factors, extracellular matrix and paracrine signals in the luminal compartment of the C451A-ERα mammary gland.

Finally, in order to analyze which subpopulation of wild-type LCs was important for the signaling to basal cells, we separated by flow cytometry the SCA1^+^/CD133^+^ from the SCA1^−^/CD133^−^ LCs, corresponding (respectively) to the ERα-positive and ERα-negative LCs (identification of which was confirmed by qRT-PCR) (Sleeman et al., 2007; Kendrick et al., 2008; Van Keymeulen et al., 2017) (Fig. 7A,B). This wild-type luminal subpopulation of cells was co-transplanted with C451A-ERα MaSCs at a luminal/basal ratio of 1/5 (see Table S1). Although transplantation of C451A-ERα basal cells mixed with the Sca1^−^/CD133^−^ wild-type LCs cannot reconstitute a normal mammary gland, outgrowths were obtained when C451A-ERa basal cells were mixed with Sca1^+^ CD133^+^ LCs (Fig. 7C). After labeling with anti-GFP and anti-ERα antibodies, GFP C451A-ERα basal cells did not produce detectable double-positive GFP-ERα LCs (Fig. 7D). These additional transplantation assays strongly indicate that there is a failure of mutant ERα-positive LCs at the origin of the phenotype.

**Fig. 7.**
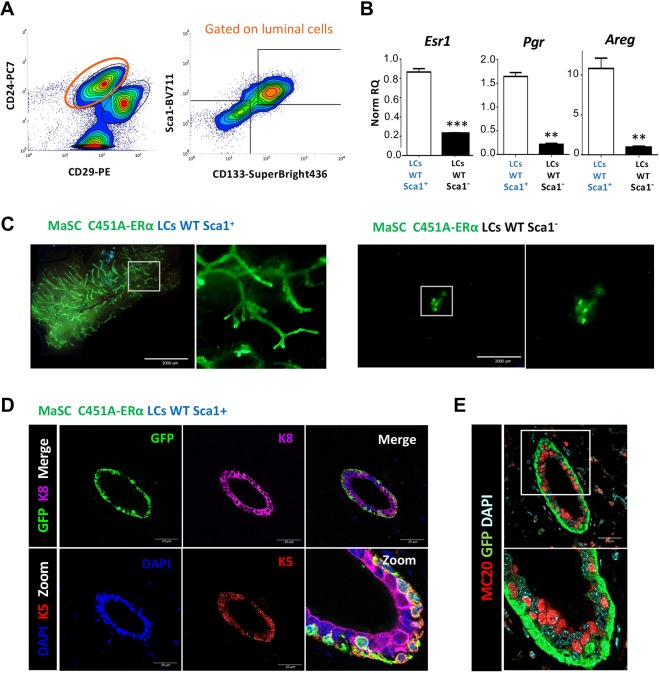
**The wild-type CD24**^**+**^**CD29**^**lo**^ **Sca1**^**+**^ **CD133**^**+**^ **LCs are required for paracrine signaling to restore the regenerative potential of basal cells.** (A) Representative gating strategy illustrating LCs (CD24^+^ CD29^lo^) being subgated for Sca1^+^ CD133^+^ and Sca1^−^ CD133^−^ subpopulations. (B) Relative quantities of *Esr1*, *Pgr* and *Areg* RNA normalized to *B2m*, *Hprt*, *Gusb* and *Tbp* in wild-type Sca1^+^CD133^+^ LCs when compared with wild-type Sca1^−^CD133^−^ LCs (**P<0.01, ***P<0.001; Mann–Whitney test). (C) Representative images of GFP-positive outgrowths arising from the transplantation of C451A-ERα MACS with sorted Sca1^+^ CD133^+^ or Sca1^−^ CD133^−^ wild-type LCs. Scale bars: 2 mm. (D) Confocal images of mammary gland epithelium after immunostaining with anti-GFP (green), anti-K5 (red) and anti-K8 (magenta) primary antibodies. Scale bars: 20 µm. (E) Confocal images of mammary gland epithelium after immunostaining using anti-GFP (green) and anti ERα (red) antibodies. Scale bar: 20 µm.

## DISCUSSION

Our study of mammary gland development in C451A-ERα mice provides evidence that ERα palmitoylation is important for mammary epithelial cell functions, both for the ability of mammary epithelial cells to establish themselves in the fat pad to promote the outgrowth of ducts, but also for paracrine signaling emanating from ERα positive LCs. Mammary gland development is slightly delayed at puberty, while in adult C451A-ERα mice the mammary gland completely filled the fat pad with decreased side branching. Strikingly, this almost normal *in situ* mammary gland development was substantially different from the total absence of ductal outgrowth observed when C451A-ERα basal cells were transplanted on wild-type stroma, even under the hormonal stimulation of pregnancy. In fact, this dichotomy in the properties of MaSCs between their regenerative potential in transplants and their natural fate under physiological conditions has already been largely described for wild-type MaSCs (Van Keymeulen et al., 2011; van Amerongen et al., 2012; de Visser et al., 2012; Blanpain and Fuchs, 2014). Moumen and their collaborators (2012) have also reported that deletion of the proto-oncogene Myc from the mammary stem cell layer impairs stem cell self-renewal, while not preventing physiological mammary gland fat pad filling. Here, compensatory mechanisms in the germline knockouts from the embryonic C451A-ERα mammary gland likely reconcile these apparently contradictory results.

As C451A-ERα mice exhibited decreased circulating progesterone levels, which has been shown to activate adult MaSC expansion within the mammary cell niche during the reproductive cycle (Joshi et al., 2010; Asselin-Labat et al., 2010), ovariectomized C451A-ERa mice were supplemented with E2 and progesterone. MaSCs from these mice were still unable to repopulate the mammary gland in an intact host *in vivo*. By contrast, no clonogenic difference between both populations of luminal and basal C451A-ERα epithelial cells was observed *in vitro* in CFC assays or in mammosphere cultures. The presence of abundant growth factors in the culture medium used for the *in vitro* clonogenic studies might bypass the missing paracrine signaling required *in vivo*, and might explain this discrepancy. This hypothesis was confirmed by our *in vivo* findings showing that the addition of wild-type LCs to C451A-ERα MaSCs restores their regenerative function by potentially secreting the missing factors. Although it was recently established that the ERα-positive and ERα-negative luminal populations are maintained by lineage-restricted stem cells (Scheele et al., 2017; Dekoninck and Blanpain, 2019; Van Keymeulen et al., 2017), it was shown that ERα-positive cells (sensor cells) are the ones responding to hormone stimulation by sending paracrine signals to the ERα-negative cells to ensure ductal elongation (described as responder cells) (Mallepell et al., 2006; Sternlicht et al., 2006). Our analysis of the rare tiny outgrowths obtained after C451A-ERa MaSC transplantation alone strongly indicated that C45A-ERa MaSCs can give rise to LCs, including ERα-positive LCs. This initial differentiation is also maintained when these MaSCs are mixed with wild-type LCs, but double-positive ERα-GFP cells were very rarely observed. Altogether, these data strongly indicate that the observed phenotype is not due to an inherent failure of MaSCs to perform the initial differentiation, but rather to the alteration of the paracrine signaling from mutated ERα-positive sensing LCs, which prevents their expansion and impairs the function of basal cells required for the final ductal outgrowth. This conclusion is reinforced by results obtained after the engraftment of isolated ERα-positive LCs from wild-type mice.

To try to understand the missing paracrine signaling, we performed large-scale gene analysis in LCs. 

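With progesterone added, 280 genes were called in wild-type LCs (123 higher and 157 lower) and 516 in C451A-ERα LCs (214 higher and 302 lower). Chance could not be excluded for the C451A-ERα count. Of 100 splits of these mice into groups of the same sizes, the real split among them, 5 gave as many genes. The highest other split, which set mouse L18 with the E2 mice L4, L27, L51 and L76, gave 2340 genes. The median of the other splits was 0 genes. With only the compared groups 153 were called. Wnt5b, a Wnt ligand, rose in both genotypes. Its log2 signal went from 12.49 ± 0.24 (SD, n = 4) to 13.61 ± 0.19 (n = 5) in wild-type LCs and from 12.47 ± 0.28 (n = 5) to 14.07 ± 0.24 (n = 5) in C451A-ERα LCs, with log2 fold changes of 1.12 (standard error 0.16, adjusted p = 0.00424) and 1.60 (standard error 0.15, adjusted p = 0.000109). In wild-type LCs Calca, the gene of calcitonin and its related peptide, went from 4.92 ± 0.13 (n = 4) to 11.15 ± 1.04 (n = 5), a rise of at least 75.2-fold since its probe was not well above background under E2 (adjusted p = 0.0065). Rspo1, which encodes an amplifier of Wnt signals, rose 31.4-fold, from 7.17 ± 0.53 (n = 4) to 12.14 ± 0.34 (n = 5) (adjusted p = 0.00653). In C451A-ERα LCs Calca was at 6.11 ± 1.52 and 9.90 ± 2.57 (n = 5 each, log2 fold change 3.8, adjusted p = 0.0383) and Rspo1 at 7.46 ± 1.42 and 10.71 ± 2.02 (3.25, adjusted p = 0.0268). Il33, an alarm cytokine, fell 17.1-fold in C451A-ERα LCs, from 12.98 ± 0.90 to 8.89 ± 1.25 (n = 5 each, adjusted p = 0.0015). Its log2 fold change in wild-type LCs was −1.92 (standard error 0.60, adjusted p = 0.116). Stc2, a stanniocalcin gene that responds to estrogen, fell 4.73-fold in C451A-ERα LCs (log2 fold change −2.24, standard error 0.27, adjusted p = 0.000995).

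No gene passed the test of a difference between the 2 genotypes in their response (limma, lowest adjusted p = 0.476, 1925 genes at an unadjusted p under 0.05). Of the 3372 genes at an unadjusted p under 0.05 in wild-type LCs, 2514 had the same sign in C451A-ERα LCs. The 13 progesterone receptor targets had 2 genes called higher in wild-type LCs and 4 higher and 1 lower when adjusted over the list alone (median 0.29, camera adjusted p = 0.0373, adjusted p = 0.441 with an estimated correlation). The call of this list was lost without mouse L72 (0.0704), L57 (0.0829) or L21 (0.136, median −0.02). In C451A-ERα LCs, 3 of the list were called higher (3 higher and 1 lower when adjusted over the list alone, median 0.24, adjusted p = 0.541). The 19 estrogen receptor targets had no gene called in the genotype comparison under E2, where Greb1, Egr3 and Ctsd were lower when adjusted over the list alone. Their median there was 0.03, their mean −0.21 and their test pointed down (adjusted p = 0.328). The mean over the list was lower there on 4 of 4 slides (−0.376 to −0.0853), but Greb1 alone was at −7.01 to −1.79 on these slides. With a median of 0.03, these means do not show the list falling as a set. Under E2+Pg that list had a median of 0.19 with a mean of −0.07 (adjusted p = 0.643), and the progesterone receptor targets had a median of −0.04 (adjusted p = 0.643).

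The counts move with single mice. In wild-type LCs they were 28 genes without L52, 75 without L50, 79 without L67, 108 without L62, 111 without L44, 156 without L47, 429 without L57 and 576 without L72, and 73 with the slide as a block. In C451A-ERα LCs they were 203 without L61, 216 without L27, 332 without L4, 336 without L63, 339 without L76 and 966 without L18. In C451A-ERα LCs the call of Calca was lost without L58 (0.0532), L27 (0.0837), L76 (0.0836), L51 (0.0813), L18 (0.051), L61 (0.125) or L53 (0.0772) and with the slide as a block (0.0673). The call of Rspo1 was lost there without L27 (0.0592), L76 (0.0676), L51 (0.0603) or L61 (0.0845) and with the slide as a block (0.052).

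**Figure D3:**
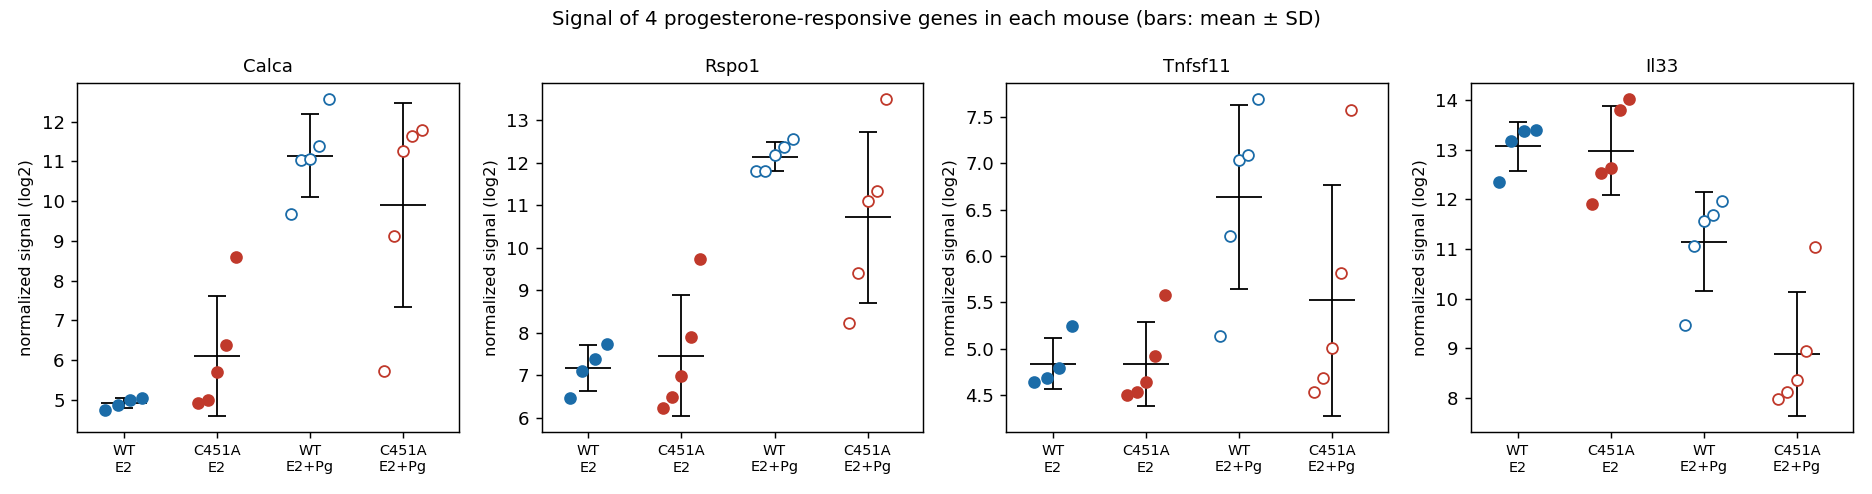
Normalized log2 signal (y axis) of Calca, Rspo1, Tnfsf11 and Il33 in each mouse (points) of the 4 groups (x axis), with the mean ± SD of each group. The Rspo1 mean of wild-type LCs was 7.17 under E2 and 12.14 under E2+Pg, and that of C451A-ERα LCs 7.46 and 10.71.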

The transcriptional profiles of the C451A-ERα LCs indicate that the primary responses to hormones were conserved. Indeed, the main factors induced by ERα were not disturbed in C451A-ERα mice; *PgR*, *Areg* and the response to progesterone appear to be preserved because *RankL* expression was increased in C451A-ERα cells treated with E2^+^ progesterone. However, expression of *Greb-1*, well known as an early response gene in the estrogen receptor-regulated pathway is highly affected (Mohammed et al., 2013). Moreover, expression of several major effectors, such as the morphogens BMP1 and BMP3, was substantially decreased by the progesterone treatment in C451A-ERα cells. Importantly, the expression of fibroblast-growth factor receptor FgfR3 was also downregulated. These key paracrine signaling pathways were already described to be required for normal mammary morphogenesis and stem cell function (Sternlicht et al., 2006; Gjorevski and Nelson, 2011; Pond et al., 2013). More precisely, non genomic signaling of ERα was shown to play a pivotal role at puberty in concert with IGF1 to activate the PI3K/Akt pathway (Tian et al., 2012). 

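Tmprss6 encodes the membrane serine protease matriptase 2 (probe on chromosome 15 of mm9, 78270258 to 78270317). Under E2+Pg its log2 signal was 11.62 ± 0.70 (SD, n = 5) in wild-type and 9.45 ± 1.01 (n = 5) in C451A-ERα LCs, a 4.48-fold lower mean, lower on 5 of 5 slides (−3.25 to −0.803). The two-sided exact permutation test gave p = 0.0159, and the log2 fold change of −2.16 (standard error 0.59) had an adjusted p of 0.12 over all genes from limma. The adjusted p was 0.0351 without C451A-ERα mouse L18 (−2.53) and 0.0141 with array weights, in a range up to 0.304. Under E2 the log2 fold change was −1.16 (standard error 0.62, adjusted p = 0.436). The gene of the metalloprotease MMP9 could not be tested, since neither of its probes was well above background on any of the 19 arrays. Pcsk1, a protease that matures prohormones, had a log2 fold change of −1.8 (standard error 0.38, adjusted p = 0.11) under E2+Pg.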

Expression of some proteases, such as the metalloprotease MMP9 and the serine protease Tmprss6 (matriptase 2), was substantially decreased by the progesterone treatment in C451A-ERα cells, indicating that membrane ERα in LCs is a critical regulator of this paracrine signaling to MaSCs. Indeed, MMPs are ECM-degrading enzymes involved in branching morphogenesis that require epithelial invasion of adipose tissue (Fata et al., 2004). Moreover, a gene network was found in the GO category of genes belonging to the positive regulation of cell migration, involving in particular *Fn1*, *Snai1*, *Jak2* and *Lamb1* (Fig. S7B). Among the genes similarly downregulated by E2 in the C451A-ERα mice, a picture emerges that links membrane ERα signaling in LCs with the *Jak2* and *Stat5a* genes (Fig. S7A-C). Interestingly, the Stat5a signaling pathway is known to be at the crossroad of hormonal and growth factor signaling, which uncovers an important role for membrane ERα in the paracrine signaling of LCs and indicates that membrane ERα is a key regulator of this growth factor sensitivity. Moreover, this Stat5a dysregulation might explain the decreased side branching observed (Furth et al., 2011; Santos et al., 2010). The *Fn1* and *Lamb1* genes, which encode (respectively) fibronectin and laminin B1, two proteins of the extracellular matrix, were also part of the gene network downregulated when membrane ERα was lost (Fig. 6B-F and Fig. S7). Fibronectin was recently described to be involved in the recycling pathway of membrane ERα in MCF7 cells, rescuing ERα from lysosomal degradation, and enhancing its transcriptional activity in response to E2 (Sampayo et al., 2018). The *Snai1* gene in this network is also largely involved in different processes controlling cell differentiation and apoptosis, and acts as a major effector of epithelial cell migration (Côme et al., 2004). Downregulation of this set of genes probably contributes to the observed alterations in the capabilities of basal cells to migrate into gelatin and might also explain the delayed ductal invasion of the fat pad observed at puberty. Overall, these gene pathways and the transplantation experiments of gated ERα-positive wild-type LCs demonstrate that the absence of a phenotype after the transplantation experiment is caused by a failure of mutant ERα-expressing LCs to expand and promote the paracrine signaling for epithelial cell-cell communications and cell-ECM communication. Altogether, these data strongly indicate that the mutation C451A in ERα affects intrinsic properties and paracrine functions of mammary epithelial cells.

An important unanswered question is how do MaSCs sense the initial hormone signals in transplantation experiments? Within MaSCs, Sca1^+^ expression separates ERα-positive cells from ERα-negative cells. Sca1^+^ ER^−^ cells exhibit a higher proliferation rate than Sca1^+^ ER^+^ cells (Dall et al., 2017). Whether these ERα-negative MaSCs cells express membrane ERα at very low levels is difficult to solve, because membrane ERα expression was detectable by immunohistochemistry only in overexpressing conditions in CHO or HEK293 cells (Pedram et al., 2007). Immunodetection of ERα expression in these sorted MaSCs, even in wild type, was unsuccessful (data not shown). In parallel, a single cell analysis recently performed has revealed the presence of a rare basal subset that displays features of mixed-lineage cells that can respond to ovarian hormones and generate luminal progenitors (Pal et al., 2017). However, this subset was not observed in another analysis with settings that are more stringent, arguing that mammary epithelial cells display a differentiation continuum (Bach et al., 2017). Although our microarray analysis was performed using bulk LC analysis, performing single cell RNA profiling on the mammary gland from C451A-ERα mutant mice at different stages of mammary gland development would better refine how absence of membrane ERα affects the differentiation of progenitor cells and the signaling pathways between ERα^+^/ERα^−^ luminal and basal cells.

In conclusion, our study reveals a key role for membrane ERα in the outgrowth abilities of CD24^+^CD29^hi^ cells in transplantation assays, indicating that membrane ERα is required in both luminal and basal cells, particularly for the signaling of ERα-expressing LCs in order to expand and then to activate MaSC in a paracrine manner. Our results provide some mechanistic insights into the nature of the interaction between ERα-negative and ERα-positive epithelial cells that should improve our understanding of the intercellular communication involved in breast development and carcinogenesis.

## MATERIALS AND METHODS

### Mice

The procedures involving experimental animals were performed in accordance with the principles established by the Institut National de la Santé et de la Recherche Médicale (INSERM) and were approved by the local Ethical Committee of Animal Care (CEA-122-DAP-2015-05). The C451A-ERα knock-in mouse line was generated on a C57BL6/N background at the Mouse Clinical Institute as previously described (Adlanmerini et al., 2014). These mice were bred with the C57BL/6 TgN(act-EGFP) GFP-positive mice (Okabe et al., 1997), which were kindly provided by Masaru Okabe (University of Osaka, Japan). Estrous cycle phases were determined in individual adult cycling wild-type and C451A-ERα mice using vaginal cytology (Hennighausen and Robinson, 2005). C451A-ERα mice and corresponding wild-type littermates (WT-ERα) were ovariectomized at 26 days of age. For chronic E2 treatment, ovariectomized mice were implanted with subcutaneous pellets releasing either vehicle or E2 combined with progesterone (P) (0.01 mg/60 days for E2, 1.5 mg/60 days for progesterone; Innovative Research of America).

### Determination of serum hormone levels

Gas chromatography coupled with mass spectrometry (GC-MS) was used to determine serum E2 and progesterone levels using previously described methods (Giton et al., 2015). After clotting, sera were stored at −80°C until hormone assays. E2 levels were determined in two steps.

### Mammary gland whole mounts

Mammary glands whole mounts were generated as previously described (Brisken et al., 1998). Mammary glands of GFP-positive mice were fixed with 4% PFA. Digital images were captured using a Leica Macrofluo microscope equipped with Planapo 1.0× objective. For fluorescent images, an L5 cube (Ex 480/40×, Em 527/30m) was used and images were analyzed using the ImageJ software.

### Immunohistochemistry

Paraffin wax-embedded transverse sections (5 μm) from formalin-fixed mammary gland specimens were stained using anti-Ki-67 (RM-9106, 1/100; Thermo Fisher Scientific), anti-PR (sc-7208, 1/50; Santa Cruz Biotechnology) antibodies or anti active caspase-3 (AF835, 1/800; R&D Systems) as previously described (Abot et al., 2013). For ERα detection (ER-6F11, NCL-L-ER-6F11, Leica), immunohistochemistry was performed with a Dako Autostainer Link 48 on 3 μm sections. Antigen retrieval was performed using a Dako PT Link pressure cooker in pH 6.0 citrate buffer and an EnVision system for antibody detection. Images were acquired using a NanoZoomer Digital Pathology Scanner and NDPView software (Hamamatsu Photonics) for quantification.

### Western blot

Total proteins were separated on 10% SDS/PAGE gels and transferred to nitrocellulose membranes. The following primary antibodies were used: anti-ERα (60C, 04-820, 1/200; Millipore) and anti-GAPDH (sc-32233, dilution; Santa Cruz Biotechnology). Bands were revealed using HRP-conjugated secondary antibodies (HRP-conjugated goat anti-rabbit, 7074S; HRP-conjugated horse anti-mouse, 7076S; Cell Signaling Technology) and visualized through ECL detection, according to the manufacturer's instructions (Amersham Biosciences/GE Healthcare) using a ChemiDoc Imaging System (Bio-Rad). Bands were quantified using densitometry in the ImageJ software.

### Mammary cell preparation

Mammary glands 2, 3, 4 and 5 were dissected from 8- to 12-week-old female mice, and the lymph nodes were removed before processing. After mechanical dissociation into pieces, the tissue was digested in CO_2_-independent culture medium (Gibco) containing 3 mg/ml collagenase A (Roche) and 100 U/ml hyaluronidase (Sigma), supplemented with 5% bovine calf serum for 90 min at 37°C, followed by 0.25% trypsin-EDTA for 1-2 min, 5 mg/ml dispase (Roche) and 0.1 mg/ml DNase (Roche) for 5 min, and 0.64% NH_4_Cl for 3 min. Samples were then filtered through a 40 µm mesh and labeled.

### Cell labeling, flow cytometry and sorting

All labeling steps were performed in PBS supplemented with 2.5% bovine serum albumin (Sigma-Aldrich) and 50 µM EDTA. Cells were first incubated with blocking anti-CD16/CD32 antibodies (14-0161-82, eBioscience) for 10 min at RT before incubation with primary antibodies for 40 min on ice. Primary antibodies included CD24-PerCP-Cy5.5(M1/69, 45-0242, eBioscience), CD29-PE (HMb1, 12-0291, eBioscience), CD31-APC (390, 17-0311, eBioscience), CD45-APC (30-F11, 17-0451, eBioscience), CD133-SuperBright436 (13A4, 62-1331-82, ThermoFisher Scientific) and Sca1-BV711 (D7, 108131, BioLegend). Cells were washed, resuspended in PBS supplemented with 2.5% BSA and 50 µM EDTA before analysis.

Cells were sorted on an INFLUX flow cytometer (BD Bioscience, pressure 20 psi, nozzle 100 µm) using FACS DiVa software. The purity of sorted populations was routinely greater than 95%. Data from live cells, which were initially gated using FACS DiVA software, were analyzed.

### Mammary epithelium transplants

For transplants, the fat pads of 3-week-old *Rag1*^−/−^ or C57BL/6N females were cleared. Pieces of mammary tissue of 1 mm in diameter were prepared from the mammary epithelium of 3-month-old WT-ERα/GFP and C451A-ERα/GFP females under a fluorescence stereomicroscope (Nikon SMZ1500), and inserted into the inguinal prepared fat pads, as previously described (Brisken et al., 1998).

### Mammary epithelial cell transplants

Sorted GFP-positive cells (either GFP-positive basal cells or a mix of GFP-positive basal cells with GFP-negative LCs, as indicated) were resuspended in 10 µl of PBS containing 0.04% Trypan Blue (Sigma) and 50% heat-inactivated fetal calf serum (BWCC), and injected into the inguinal glands of 3-week-old C57BL/6N female mice that had been cleared of endogenous epithelium. Recipient mice were sacrificed 8 weeks after transplantation, unless indicated otherwise. Recipient glands were dissected and analyzed using a Leica Macrofluo microscope with a Planapo 1.0× objective. Outgrowth was defined as an epithelial structure comprising ducts arising from a central point with lobules and/or terminal end buds. For further analysis, some glands were fixed and embedded in paraffin wax for immunostaining. Limiting dilution transplantation assays of basal cells sorted by flow cytometry were performed to determine MaSC functionality and the mammary repopulating unit number *in vivo*. MaSC frequency was calculated at bioinf.wehi.edu.au/software/elda/.

### Confocal microscopy analysis

Paraffin wax-embedded transverse sections (10 μm) from formalin-fixed mammary gland specimens were dewaxed, washed with PBS and subjected to antigen retrieval by boiling in 0.1 M sodium citrate buffer (pH 6) for 20 min and blocking with 2.5% BSA. Cells were fixed with 4% PFA, permeabilized with PBS containing 0.2% Triton X-100 for 3 min, rinsed three times with PBS and blocked with PBS containing 3% BSA, 0.05% Tween20 and 0.08% sodium azide for 20 min before being incubated with primary antibodies diluted in blocking solution for 1 h.

Staining was performed overnight at 4°C with the following primary antibodies: anti-GFP (goat polyclonal, 1/500, ab6673, Abcam), anti-K5 (rabbit Poly19055, 1/500, 905501, BioLegend), anti-K8 (Rat, TROMA-1, 1/7, DSHB), anti-K14 (rabbit, EPR17350, 1/250, ab181595, Abcam) and anti-K18 (rabbit polyclonal, 1/250, ab24561, Abcam). The following secondary antibodies were incubated with the sections for 1 h at room temperature: AlexaFluor 488-conjugated donkey anti-goat (705-545-147, 1/500, Jackson ImmunoResearch), AlexaFluor 594-conjugated donkey anti-rabbit (711-585-152, 1/500, Jackson ImmunoResearch) and AlexaFluor 647-conjugated donkey anti-rat (712-605-153, 1/500, Jackson ImmunoResearch). DAPI was included in the Fluoromount medium. The double staining with anti-GFP (goat poly, 1/500, ab6556, Abcam) and anti-ERα (rabbit polyclonal MC-20, 1/200, Santa Cruz Biotechnology) was performed using the Opal Multiplex IHC kit with the OPAL 520 and OPAL570, respectively, following the manufacturer's recommendations (Perkin Elmer). Sections were imaged using a Zeiss LSM780 confocal microscope. The *z*-series were reconstructed into a 3D movie using the Imaris 9.1.2 software.

### *In vitro* assays

Freshly sorted LCs (1000 cells) were resuspended in culture medium [DMEM/F12 lacking Phenol Red supplemented with 5 µg/ml insulin (Sigma), 10 ng/ml EGF (Sigma), 100 ng/ml cholera toxin (Sigma) and 5% FCS] and seeded onto 24-well plates in the presence of 5000 irradiated NIH-3T3 cells, as previously described (Sleeman et al., 2007). Five days later, colonies were fixed with 4% PFA, stained with Hematoxylin and Eosin, and counted.

For three-dimensional mammosphere assays, FACS-sorted luminal or basal cells (10,000 cells) were resuspended in culture medium [DMEM-F12 lacking phenol red supplemented with B27 (1×, Gibco), 20 ng/ml EGF (Sigma), 20 ng/ml bFGF (Gibco), 4 µg/ml heparin (Sigma), 10 µg/ml insulin (Sigma) containing 4% Matrigel] as previously described (Dontu et al., 2003; Spike et al., 2012). After 15 days in culture, mammospheres were imaged using a stereomicroscope (Nikon SZM800). Three independent experiments were analyzed. For each traced organoid, the size and number of clones were measured using ImageJ software (NIH). For serial passaging, mammospheres were collected by centrifugation and incubated with 0.05% trypsin/EDTA (Gibco) to obtain a single cell suspension. Cells were replated in 4% Matrigel (BD Pharmingen) at a density of 5000 cells/ml, as described above. All cultures were maintained in a 5% CO_2_ atmosphere at 37°C.

### Gelatin degradation assay

Coverslips were cleaned overnight in 1 M HCl, washed four times with ddH_2_O and then successively coated with 50 μg/ml poly-L-lysine, 0.5% glutaraldehyde, fluorescent gelatin (1:10 mixture of Oregon green 488-conjugated gelatin from pig skin (G13186, Molecular Probes) and 0.2% gelatin from bovine skin (Sigma G1393), and 5 mg/ml sodium borohydride (Sirmans et al., 2014). Between each coating, coverslips were washed three times with PBS. Coverslips were then sterilized with 70% ethanol and 30,000 basal cells were seeded and incubated for 5 days. When mentioned, medium was supplemented with marimastat (a non selective MMP inhibitor, BB25.16, Euromedex, 5 µM). Culture medium and drugs were replaced every two days, cells were fixed with 4% PFA and stained.

### Microarray analysis

Luminal cells (four samples for wild-type LCs and five for the other conditions) were sorted into 0.04 M RLT-DTT medium (Qiagen) and stored at −20°C. A Qiagen RNeasy micro-kit (Qiagen) was used to extract mRNAs. Gene expression profiles were analyzed at the GeT-TRiX facility (GenoToul) using Agilent Sureprint G3 Mouse GE V2 microarrays (8×60K, design 074809) according to the manufacturer's instructions. For each sample, cyanine 3 (Cy3)-labeled cRNAs were prepared from 25 ng of total RNA using the One-Color Quick Amp Labeling kit (Agilent) according to the manufacturer's instructions, followed by Agencourt RNAClean XP (Agencourt Bioscience Corporation). Dye incorporation and cRNA yield were examined using a Dropsense 96 UV/VIS droplet reader (Trinean). Cy3-labeled cRNAs (600 ng) were hybridized on the microarray slides according to the manufacturer's instructions. Immediately after washing, slides were scanned on an Agilent G2505C Microarray Scanner using Agilent Scan Control A.8.5.1 software, and fluorescence signals were extracted using Agilent Feature Extraction software v10.10.1.1 with the default parameters.

Microarray data were analyzed using R (R Development Core Team; http://www.R-project.org) and Bioconductor packages (www.bioconductor.org, v3.0; Gentleman et al., 2004) as described in GEO deposit GSE142297). Raw data (median signal intensity) were filtered, log2 transformed, corrected for batch effects (microarray washing bath and serial labeling) and normalized using the quantile method (Bolstad et al., 2003). 

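The deposited value table can be set beside the scanner's own signals, which shows how the batch correction acted. The table holds 30207 probes in 19 columns, on the log2 scale, and its sorted columns are identical, as quantile normalization leaves them, with a median of 7.77. Each column matched its own array best, with a lowest correlation of 0.998 across probes. The table differed from the quantile-normalized scanner signals by an SD of 0.0946, which fell to 0.0352 once a shift between slides 1 to 3 (11 arrays) and slides 4 and 5 (8 arrays) was taken out for each probe. Each of these sets of slides holds mice of all 4 groups, so a correction between them does not coincide with genotype or treatment. Greb1, Snai1 and the other genes reported beside the claims were read from the scanner's signals, without a batch correction, and the authors' table was used as an alternative.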

The list of selected genes was established from microarray analyses with a fold change <1.5 or >1.5 and an adjusted *P*-value <0.05. Functional analyses were performed using DAVID Bioinformatics Resources 6.7 (david.abcc.ncifcrf.gov) and comparisons were achieved with the Venn Diagrams plug-in based upon the VENNY tool developed by J. C. Oliveros (https://bioinfogp.cnb.csic.es/tools/venny/index.html).

### Gene expression analysis using qRT-PCR

For luminal gene expression profiling, we performed a quantitative PCR (Fluidigm Dynamic Array, Fluidigm platform, GeT facility, GenoToul) on a set of 37 genes selected from the microarray data and a literature search. Primers were validated by testing PCR efficiency using standard curves (95%<efficiency<105%). Gene expression was quantified using the comparative Ct (threshold cycle) method. HPRT1, β2M and GUSb were used as reference genes.

### Statistics

Statistical analyses were performed using Prism 5 software (GraphPad). Data are presented as mean±s.e.m. Comparisons between two specific groups were performed using Student's *t*-test. To test the effect of treatments or genotypes, data were compared between multiple groups with one variable a using one-way ANOVA followed by a Mann–Whitney post-hoc multiple comparison test. To test the interaction between treatments and genotypes, a two-way ANOVA was used, followed by the Bonferroni's post-hoc test when an interaction was observed. *P*<0.05 was considered statistically significant (*P<0.05; **P<0.01; ***P<0.001; ns, not significant).

## Supplementary Material

Supplementary information

# Supplementary material for: Membrane expression of the estrogen receptor ERα is required for intercellular communications in the mammary epithelium
**Source:** Development. 2020 Mar 11;147(5):dev182303. doi: 10.1242/dev.182303
**Supplement:** Supplementary information

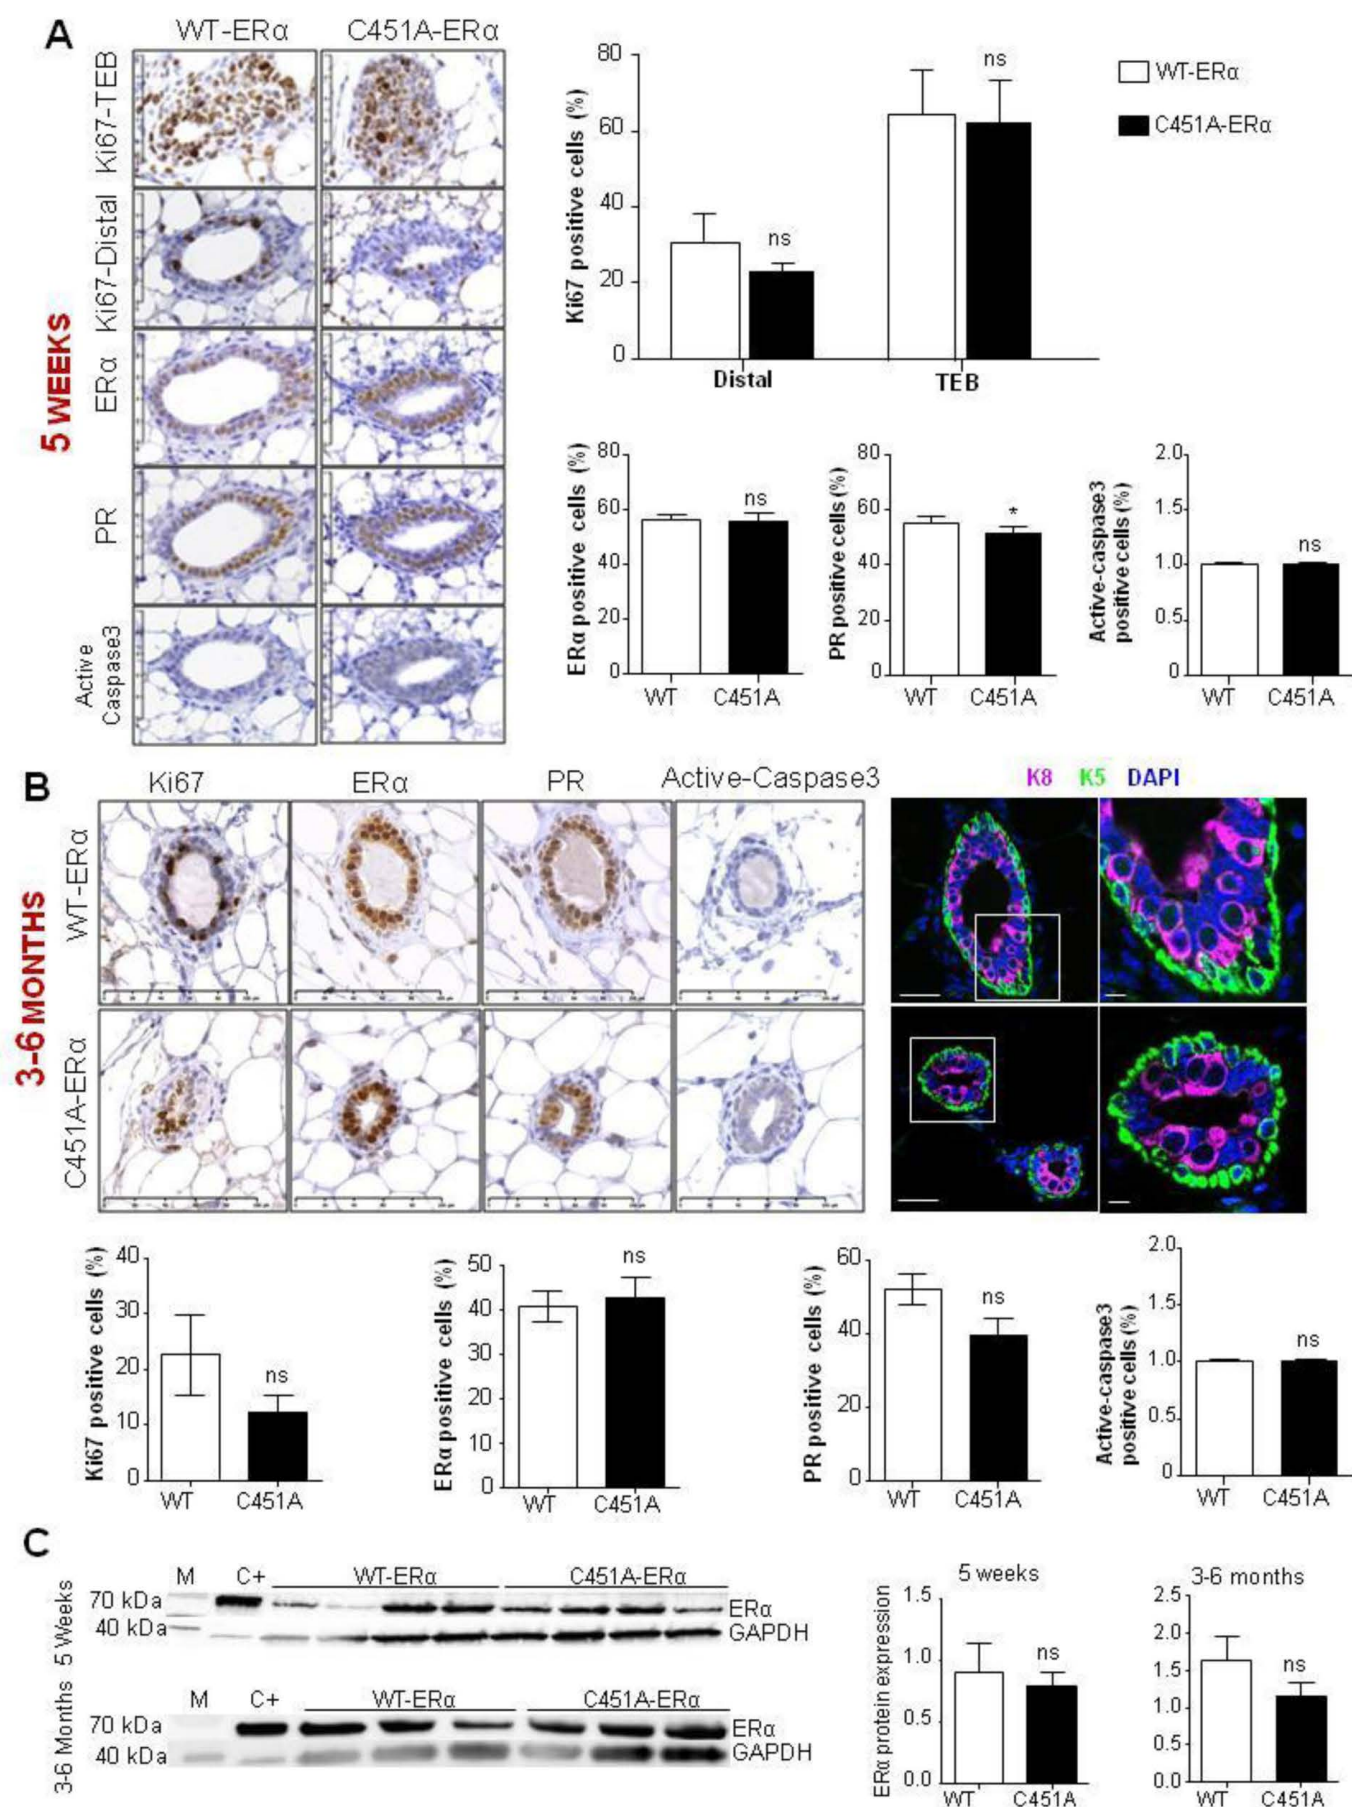

**Figure S1: A-B)** Representative images of Ki67, ER $\alpha$ , PR and active-caspase 3 immunostaining of mammary glands from 5-week-old **(A)** and 3 to 6-month-old **(B)** virgin WT and C451A-ER $\alpha$  mice (t-test,  $*P < 0.05$ ; scale bar=100  $\mu$ m). The proportion of epithelial cells expressing Ki67 (both on distal ducts and terminal end buds (TEB), ER $\alpha$ , PR and active caspase 3 was quantified as percentage of total epithelial cells. On B) Confocal images of mammary gland epithelium after immunostaining with anti-K5(Green) and K8 (magenta) primary antibodies (scale bar=20 $\mu$ m or 5 $\mu$ m). **C)** Levels of the ER $\alpha$  protein normalized to GAPDH in mammary glands from 5-week-old or 3-6-month-old C451A-ER $\alpha$  and WT mice were assessed using Western blotting. Uteri were used as positive controls (C+) (two-way ANOVA, ns: not significant).

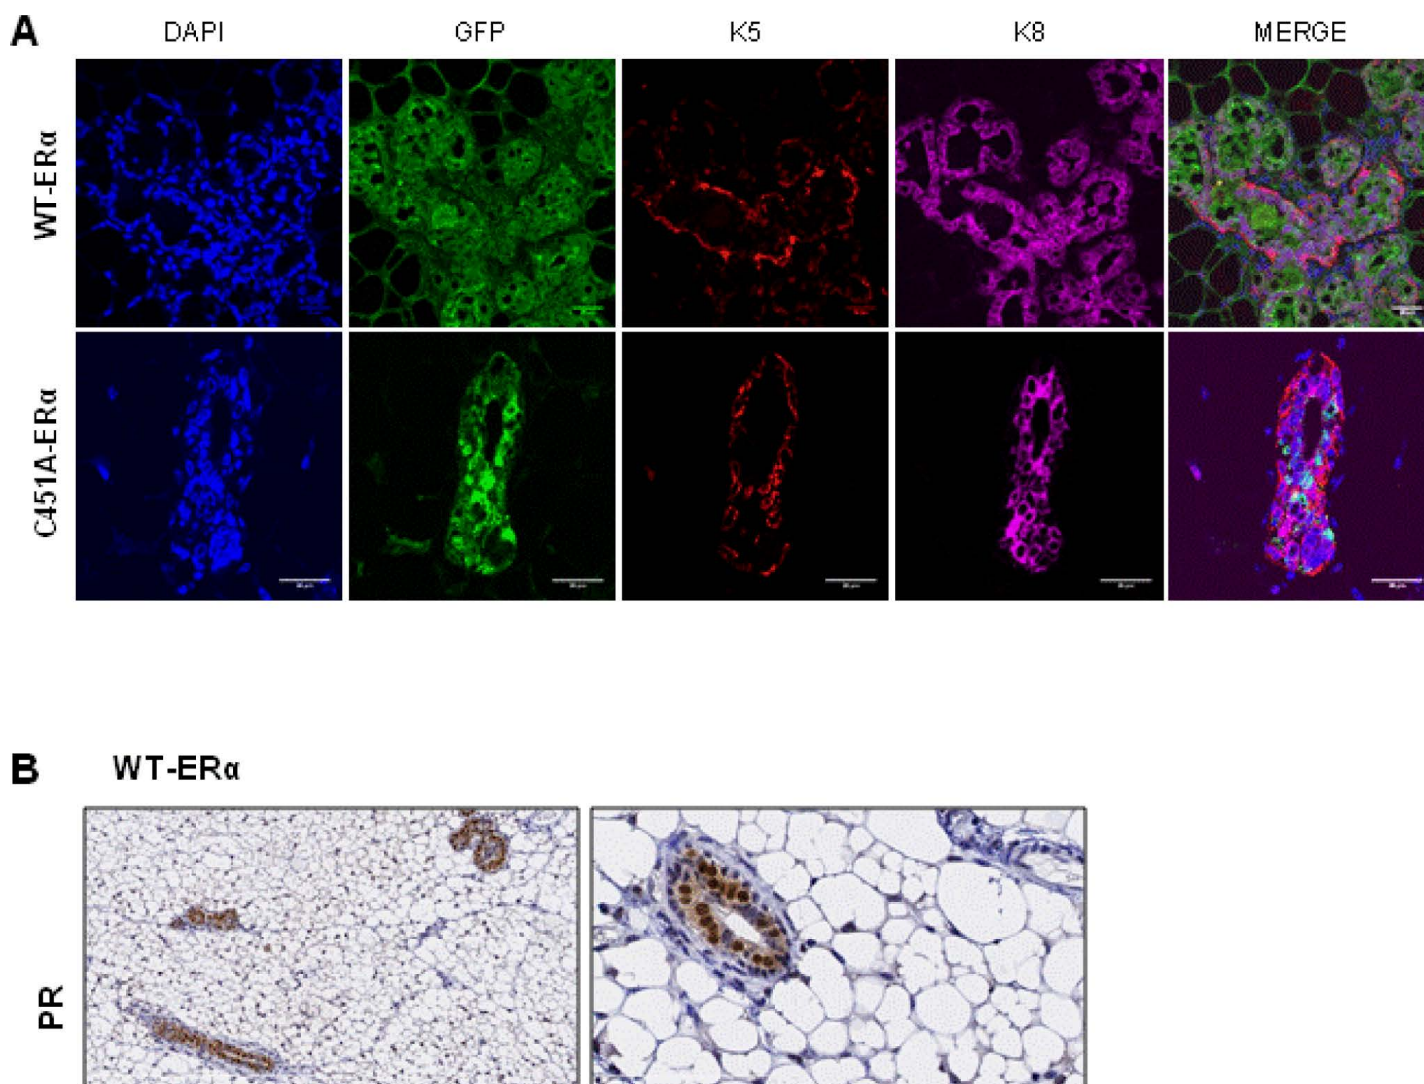

**Figure S2: Immunostaining of pregnant 3-week-old WT mice mammary glands engrafted with a piece of mammary epithelium from C451A-ER $\alpha$  or WT mice**

**A)** Confocal imaging of immunostainings using anti-GFP (green), -K5 (red) and -K8 (magenta) primary antibodies on mammary glands from 16 days pregnant mice grafted with ducts from WT or C451A-ER $\alpha$  mice (scale bar=26 $\mu$ m). **B)** Positive control of the PR staining from experiment in Figure 2C (scale bar=200  $\mu$ m and 50 $\mu$ m)

**A**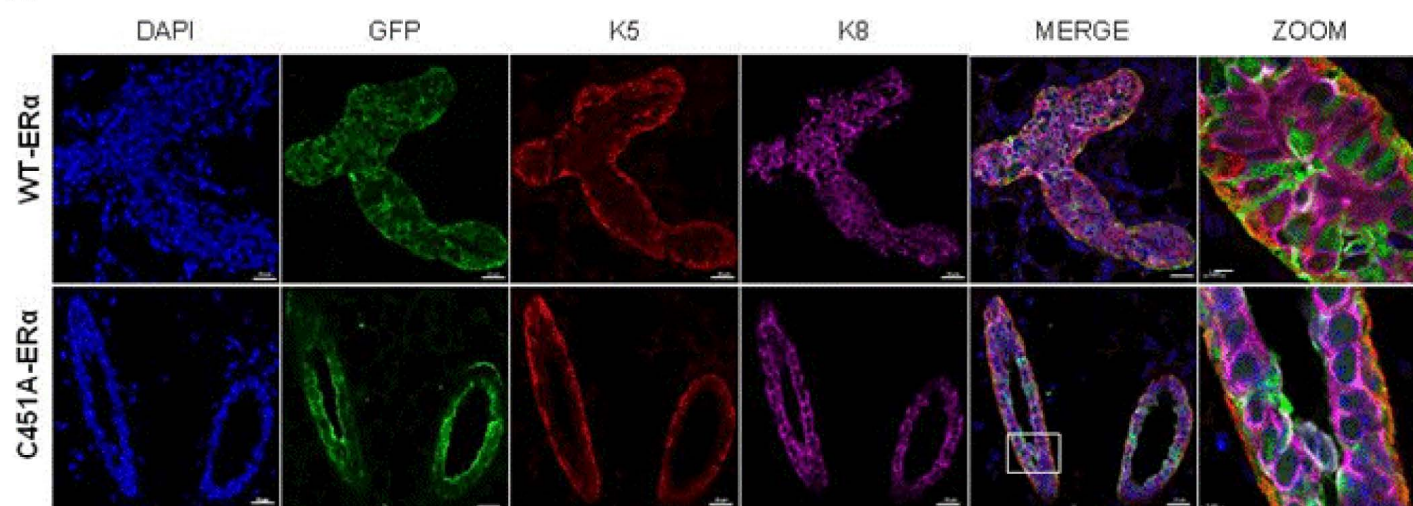**B**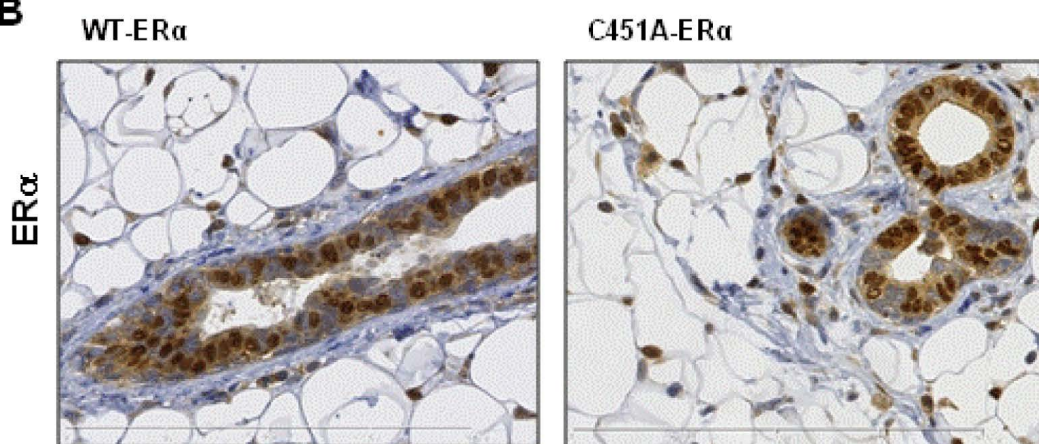

**Figure S3: Immunostaining of the mammary epithelium 8 weeks after transplantation of basal cells from virgin C451A-ER $\alpha$  or WT mice**

**A)** Confocal images after immunostaining using anti-GFP (green), -K5 (red), -K8 (magenta) and Dapi (blue). (Scale bar=20 $\mu$ m and in the high magnification image=5 $\mu$ m). **B)** Immunohistochemistry using anti-ER $\alpha$  (6F11) antibody. (scale bar=200  $\mu$ m).

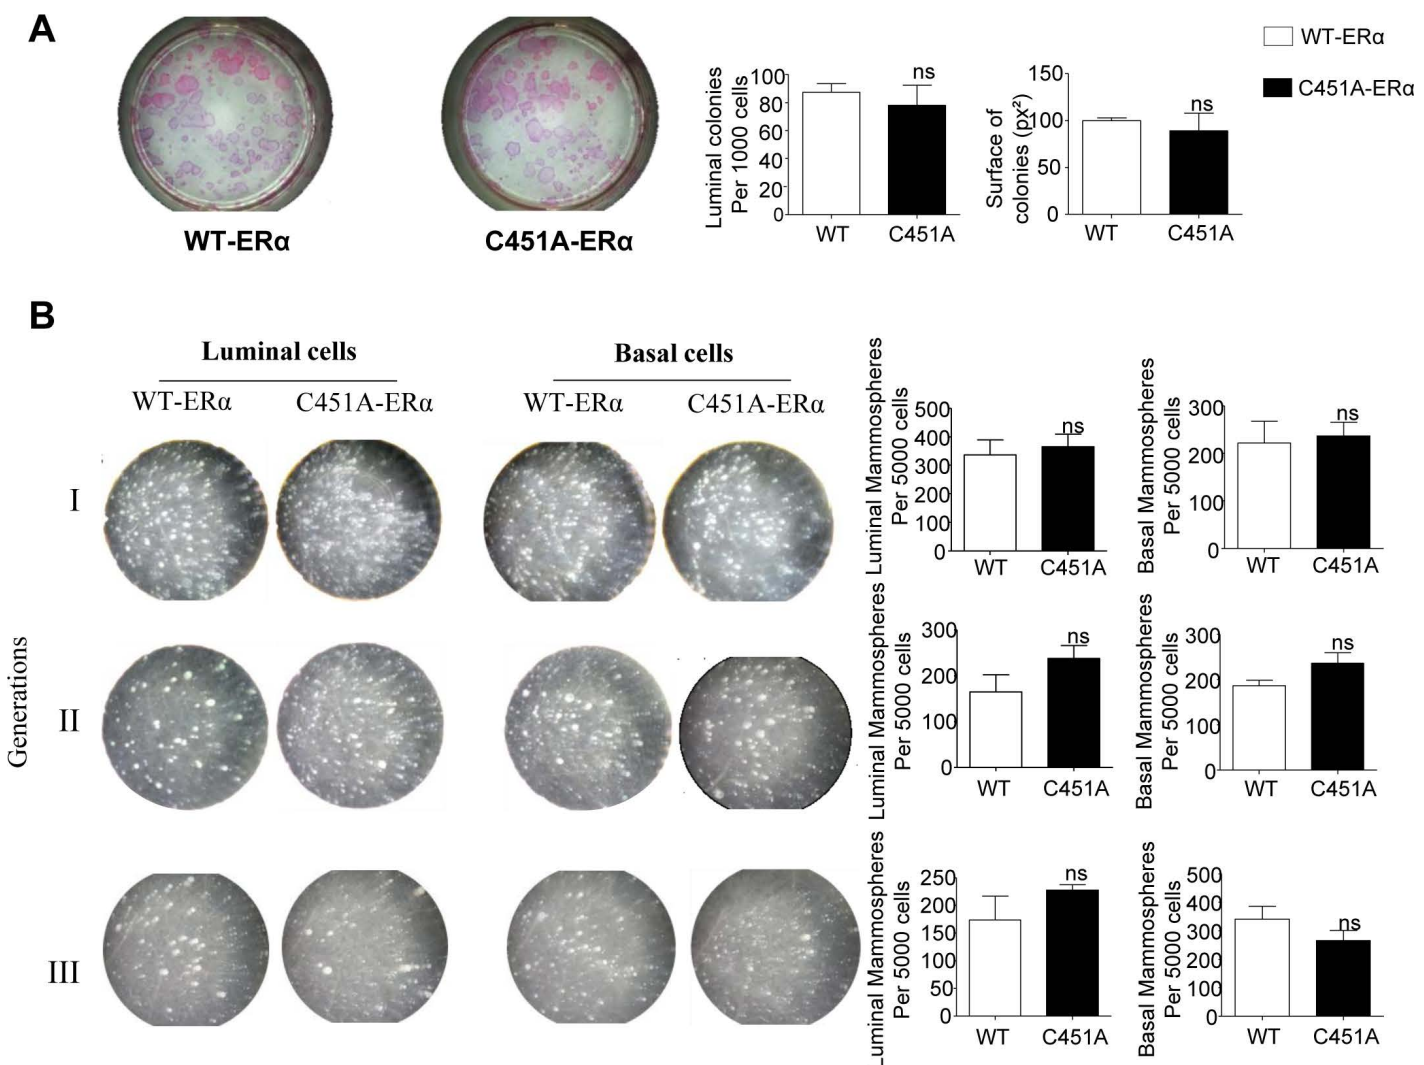

**Figure S4: The C451A-ERα mutation does not modify the clonogenic capacity of luminal and basal cells in vitro, but impacts matrix degradation**

**A)** Hematoxylin-eosin staining was performed to evaluate the clonogenic capacity of luminal CD24<sup>+</sup>CD29<sup>lo</sup> cells seeded on irradiated fibroblast feeder cells after 7 days in culture. Box plots show the number of luminal colonies generated when 1000 cells were plated, and area of the different obtained clones (n= 3 independent experiments from luminal WT or ERα-C451A cells pooled from 2 to 4 mice (t-test, the P value was not significant)).

**B)** Representative images of mammosphere colony forming assays from luminal and basal cells grown on matrigel. After one generation, cells from the colonies were collected and plated again for the colony forming assay at generations II and III. The data indicate the number of mammospheres obtained from 5000 cells (n=4 independent experiments from luminal WT or C451A-ERα cells pooled from 2 to 4 mice each (t-test, the P value was not significant)).

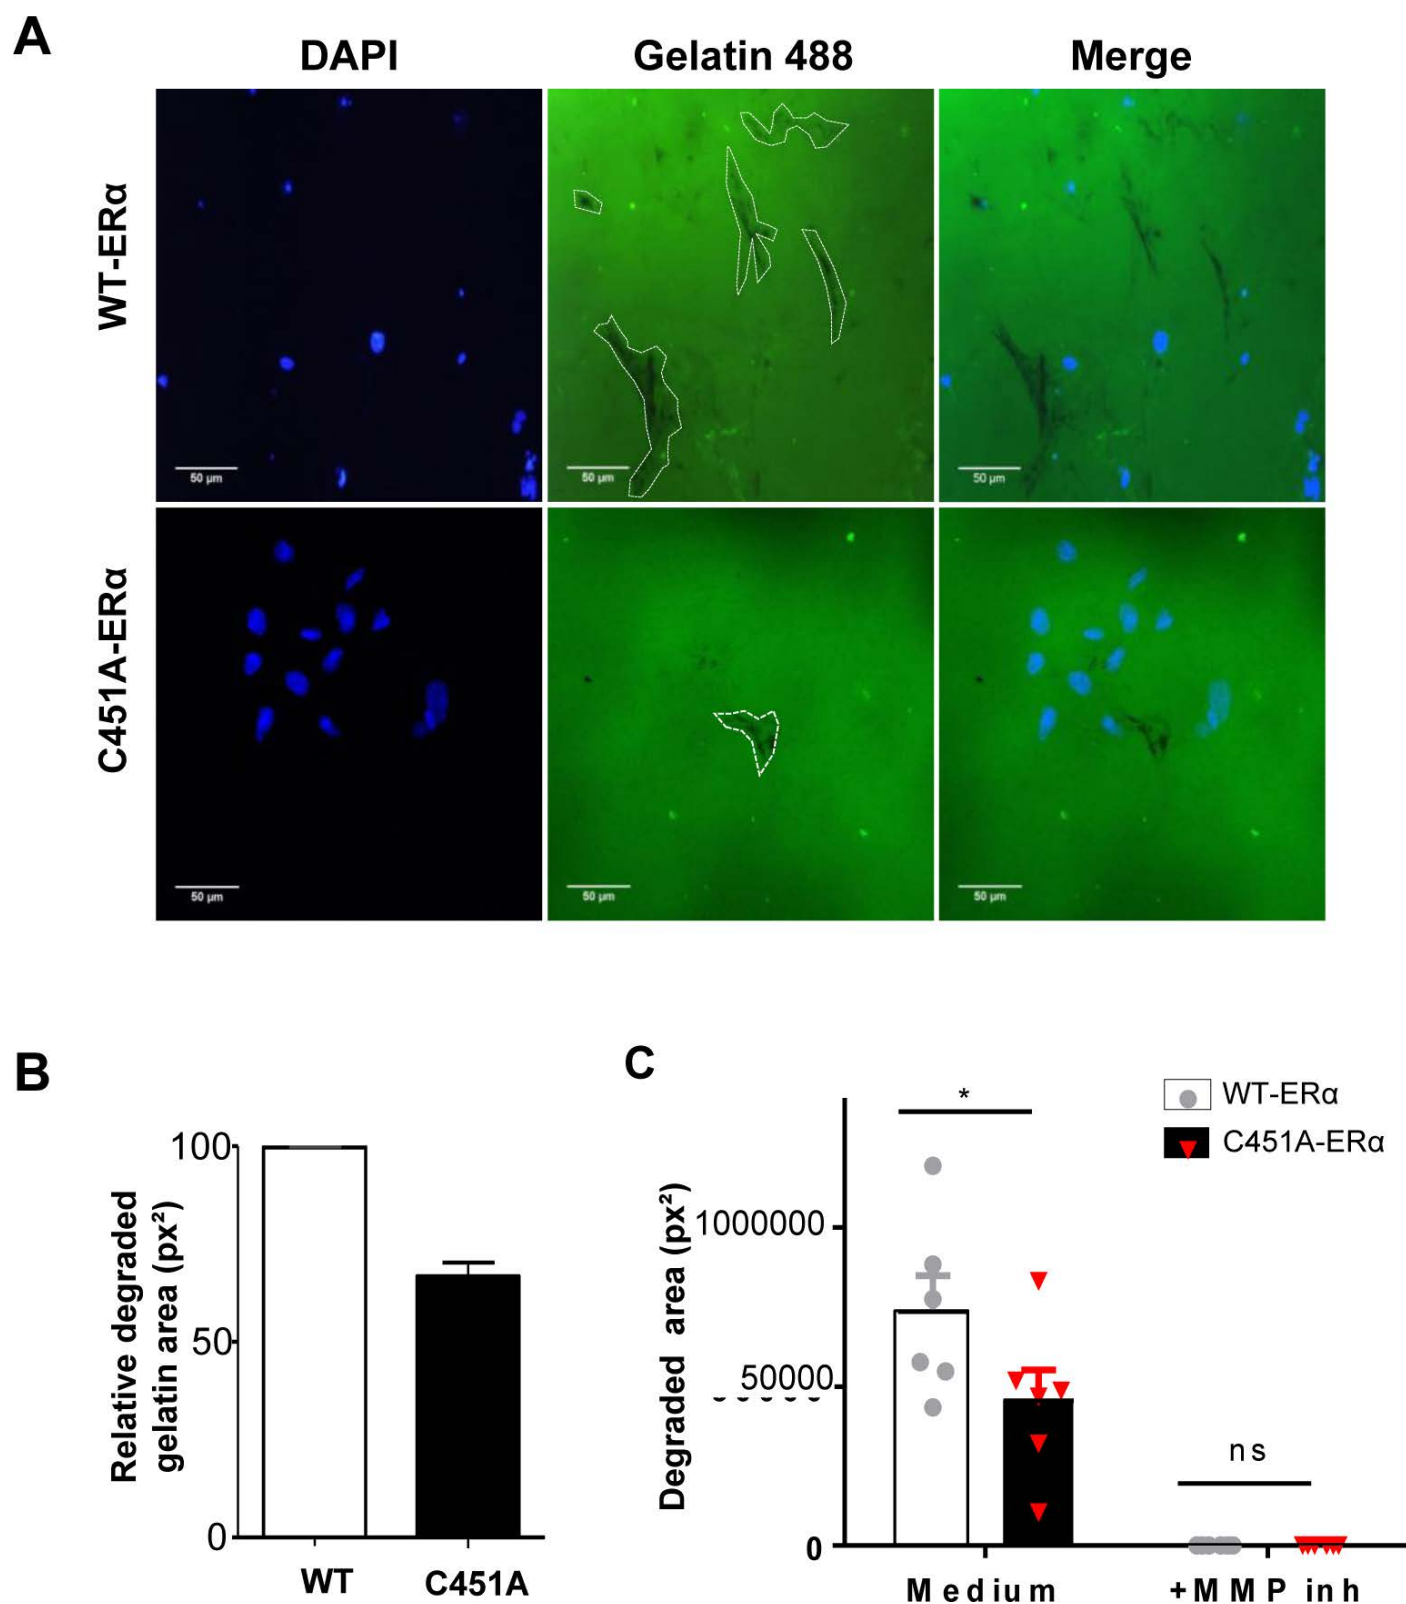

**Figure S5: Images of immunofluorescence staining of green-fluorescent gelatin degradation by double-sorted CD29<sup>hi</sup>CD24<sup>+</sup> basal cells *in vitro***

**A)** Representative images of degraded A488-labeled gelatin appearing in black. The areas of degraded gelatin were measured in at least 18 fields per genotype in each experiment and an average of 281 cells was counted from each genotype in each experiment (scale bar=50μm). **B)** The area of gelatin degraded by gate-sorted C451A-ERα basal cells was compared to the area of gelatin degraded by cells purified from their WT littermates within the same experiment. The graph shows the means of four independent experiments using WT or C451A-ERα cells pooled from 2 to 4 mice each (t-test, \*\*P value<0.01). **C)** Inhibition of gelatin degradation was observed when the non selective MMP inhibitor (marimastat) was added on the culture medium.

**A** Co-transplantation of GFP-positive C45A basal cells with WT-ERα luminal cells

|              | Ratio BCs /LCs | Number cells       | Nb of outgrowths/ Total grafts | % outgrowth success |
|--------------|----------------|--------------------|--------------------------------|---------------------|
| Experiment 1 | 4/1            | 2000 BCs/500 LCs   | 1/10                           | 10%                 |
|              | 1/1            | 2000 BCs/2000 LCs  | 2/10                           | 20%                 |
| Experiment 2 | 1/1            | 2000 BCs/2000 LCs  | 4/8                            | 50%                 |
| Experiment 3 | 5/1            | 5000 BCs/ 1000 LCs | 3/6                            | 50 %                |
|              | 5/1            | 2500 BCs/ 500 LCs  | 2/6                            | 33%                 |
|              | 1/1            | 2500/2500          | 3/5                            | 60%                 |

**B**

| Ratio BCs/LCs | Number cells       | Number analyzed | GFP <sup>+</sup> BCs only (Unipotency) | GFP+ BCs and LCs (Pluripotency) |
|---------------|--------------------|-----------------|----------------------------------------|---------------------------------|
| 1/1           | 2000 BCs/ 2000 LCs | 2               | 1                                      | 1 high LCs                      |
| 5/1           | 2500 BCs/500 LCs   | 2 *             | 1                                      |                                 |
| 1/1           | 2500 BCs/ 2500 LCs | 3               | 2                                      | 1 (few LCs)                     |
| 5/1           | 5000 BCs/ 1000 LCs | 3               | 1                                      | 2 (1 few+ 1 high LCS)           |
|               |                    | Total           | 5/9                                    | 4/9                             |

\* among 2 analyzed, ducts were only visible in 1 sample

**C**

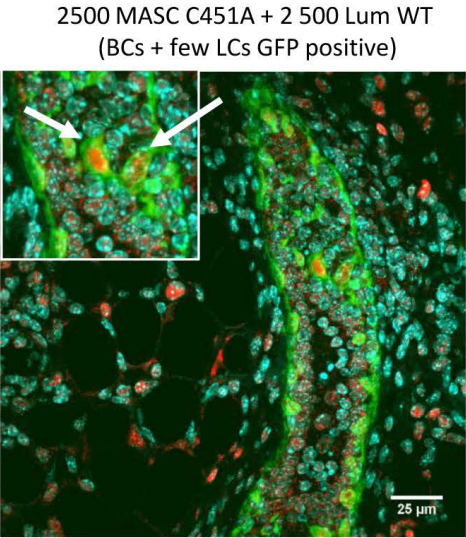

**D**

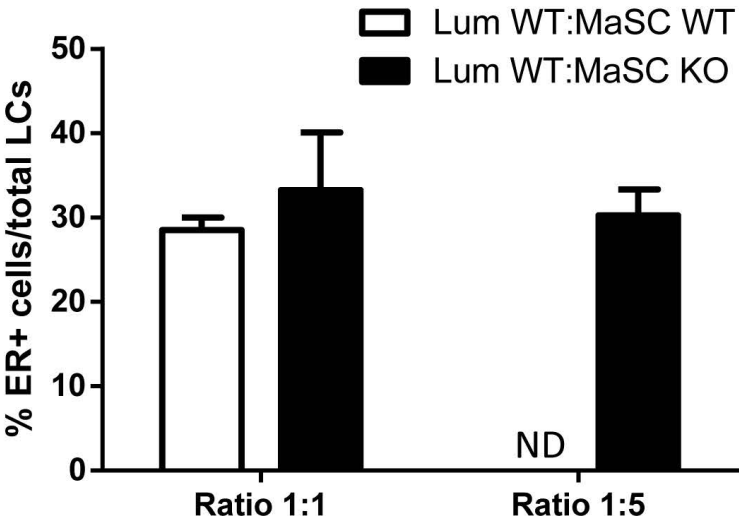

**Figure S6: A)** Recapitulative table of the co-transplantation experiments performed with different ratios of C451A GFP positive MaSCs with ERα-WT luminal cells and number of outgrowth success obtained for each conditions **B)** Number of grafts containing only GFP positive basal cells or giving bipotent GFP positive cells (i.e. both basal and luminal cells) obtained after co-transplantations of GFP-positive C451A-ERα basal cells with GFP-negative ERα-WT luminal cells, in the regenerated mammary gland 8 weeks after transplantation. Four of 9 mammary glands contained GFP-positive luminal cells, whereas when only GFP-negative luminal cells were injected while GFP-positive luminal cells were not detected in 5 out of 9. In grey, are underlined conditions given the higher proportion of success obtained. **C)** Confocal image of mammary gland epithelium after immunostaining using anti-GFP (Green), -ERα (MC20, red) and Dapi (Cyan) in epithelium 8 weeks after co-injection of GFP-positive C451A-ERα MASC mixed with GFP negative luminal cells from WT mice when MaSCs C451A gave rise to basal and few luminal GFP positive cells (right), with very rare GFP luminal cells were found ERα positive (white arrows). **D)** The proportion of ERα positive cells following immunohistochemistry using anti-ERα antibody was quantified in the regenerated mammary gland obtained 8 weeks after co-transplantations of GFP-positive C451A-ERα or WT basal cells with GFP-negative ERα-WT luminal cells.

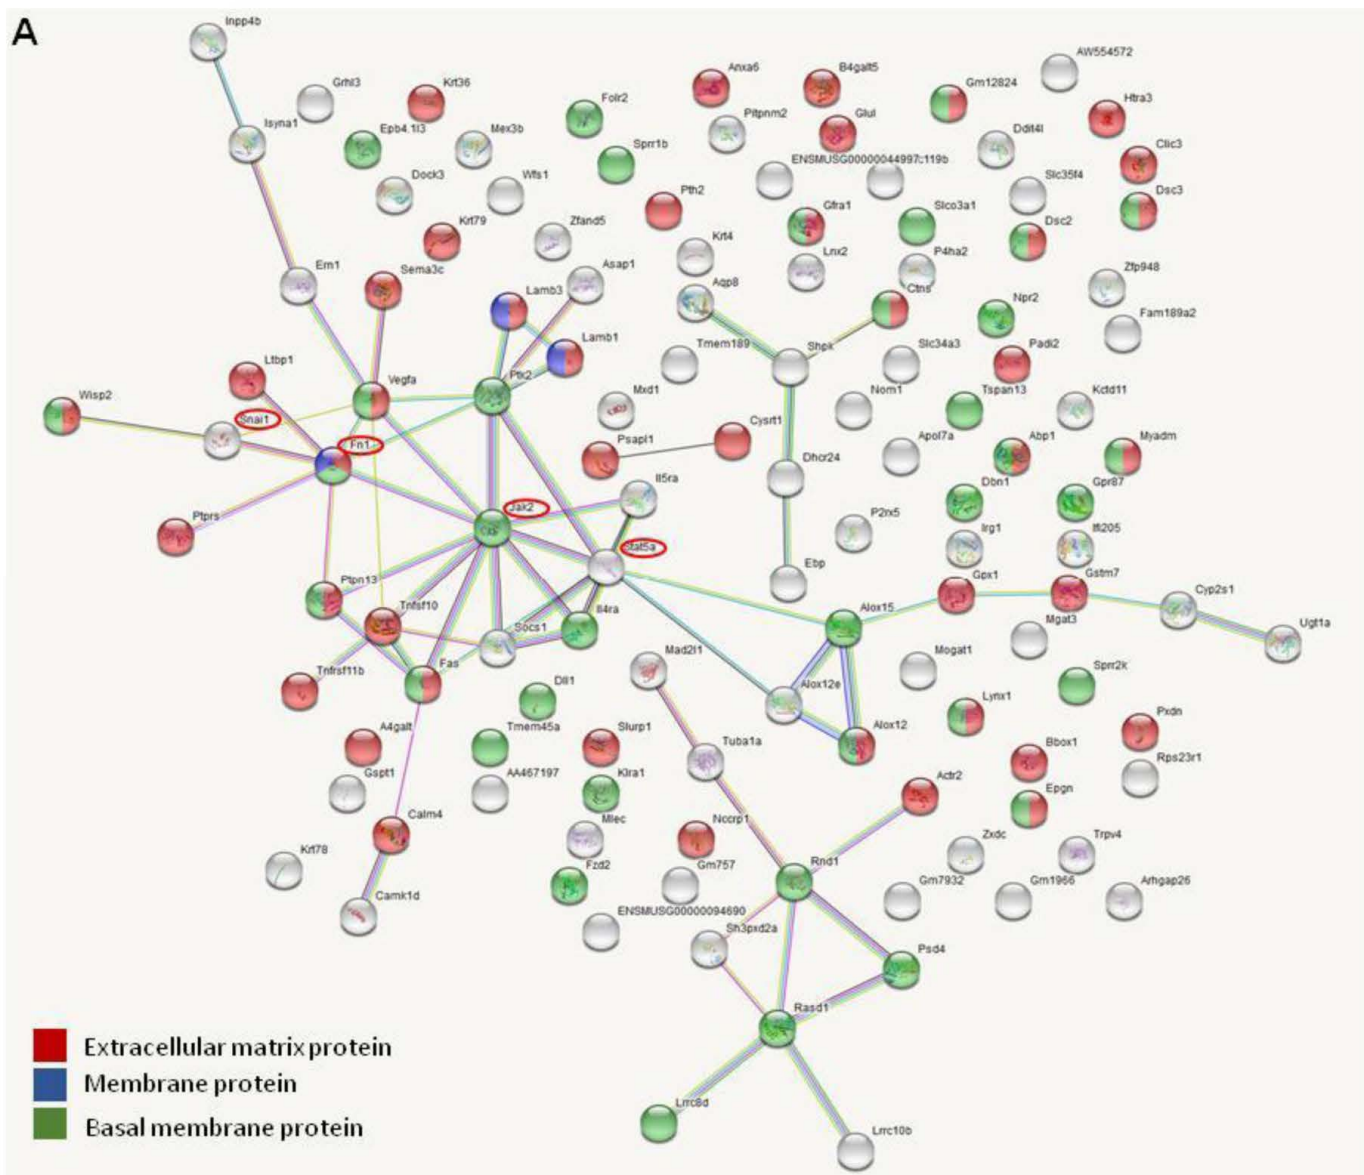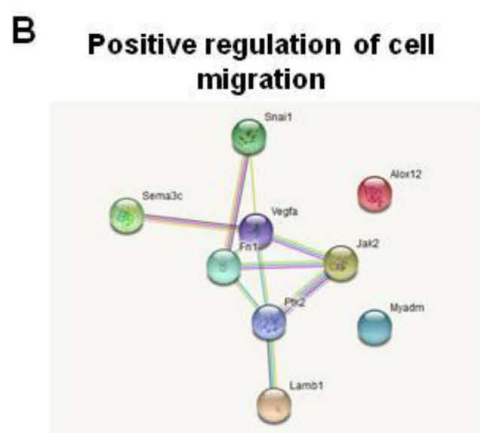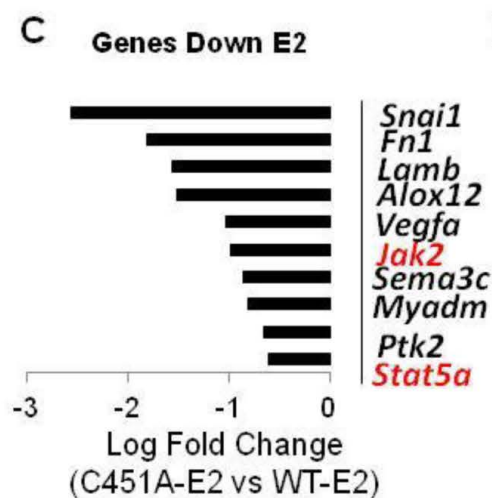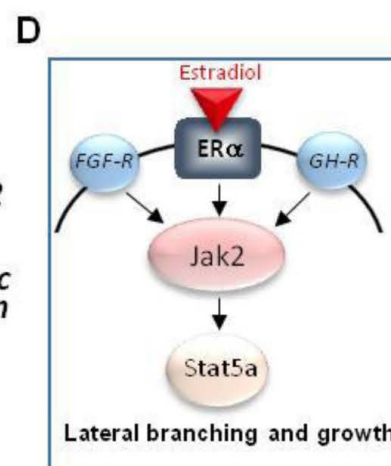

**Figure S7: A)** Predicted gene-gene interaction network (Search tool for the Retrieval of interacting Genes/StringV10) among genes significantly down-regulated in C451A versus WT mice by E2 (FC>1.5, P>0.05). Genes coloured in red belong to the GO category of «extracellular region», in blue to the «Plasma membrane» and in green to the « basal membrane protein». **B)** Gene network among the 9 genes found in the GO category of genes belonging to the positive regulation of cell migration, including *Stat5a*, a related gene with **C)** the corresponding Log fold change indicated in the right. **D)** Model of impact of membrane ER $\alpha$  on stem cells interfering with pathways induced by Growth-Hormone Receptors (GH-R) and FGF-R receptors impacting the Jak2/Stat5 signalling pathways, modified from Furth et al., 2011.

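The Log fold changes of Fig. S7C rest on the E2 groups, 4 wild-type and 5 C451A-ERα mice. Of these 10 genes none passed limma's test over all genes, and 8 were lower when adjusted over the list alone. Since the study chose the list on these samples, this is not independent evidence. The median log2 fold change was −1.02 (camera adjusted p = 8.38e-11, adjusted p = 0.0388 with an estimated correlation, and 0.0856 with the slide as a block as well), lower on 4 of 4 slides (−1.78 to −0.436). Alox12, a lipoxygenase of epidermis and platelets, was at −1.57 (standard error 0.34, adjusted p = 0.111), Myadm, a membrane protein of cell migration, at −0.97 (standard error 0.22, adjusted p = 0.111), Sema3c, a guidance cue, at −0.88 (standard error 0.29, adjusted p = 0.191) and Vegfa, the vascular growth factor, at −0.86 (standard error 0.36, adjusted p = 0.292). Ptk2, the focal adhesion kinase, was at −0.10 by its brightest probe (standard error 0.25, adjusted p = 0.905) and at −0.60 by another. The same list had a median of −0.58 under E2+Pg (adjusted p = 0.10).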

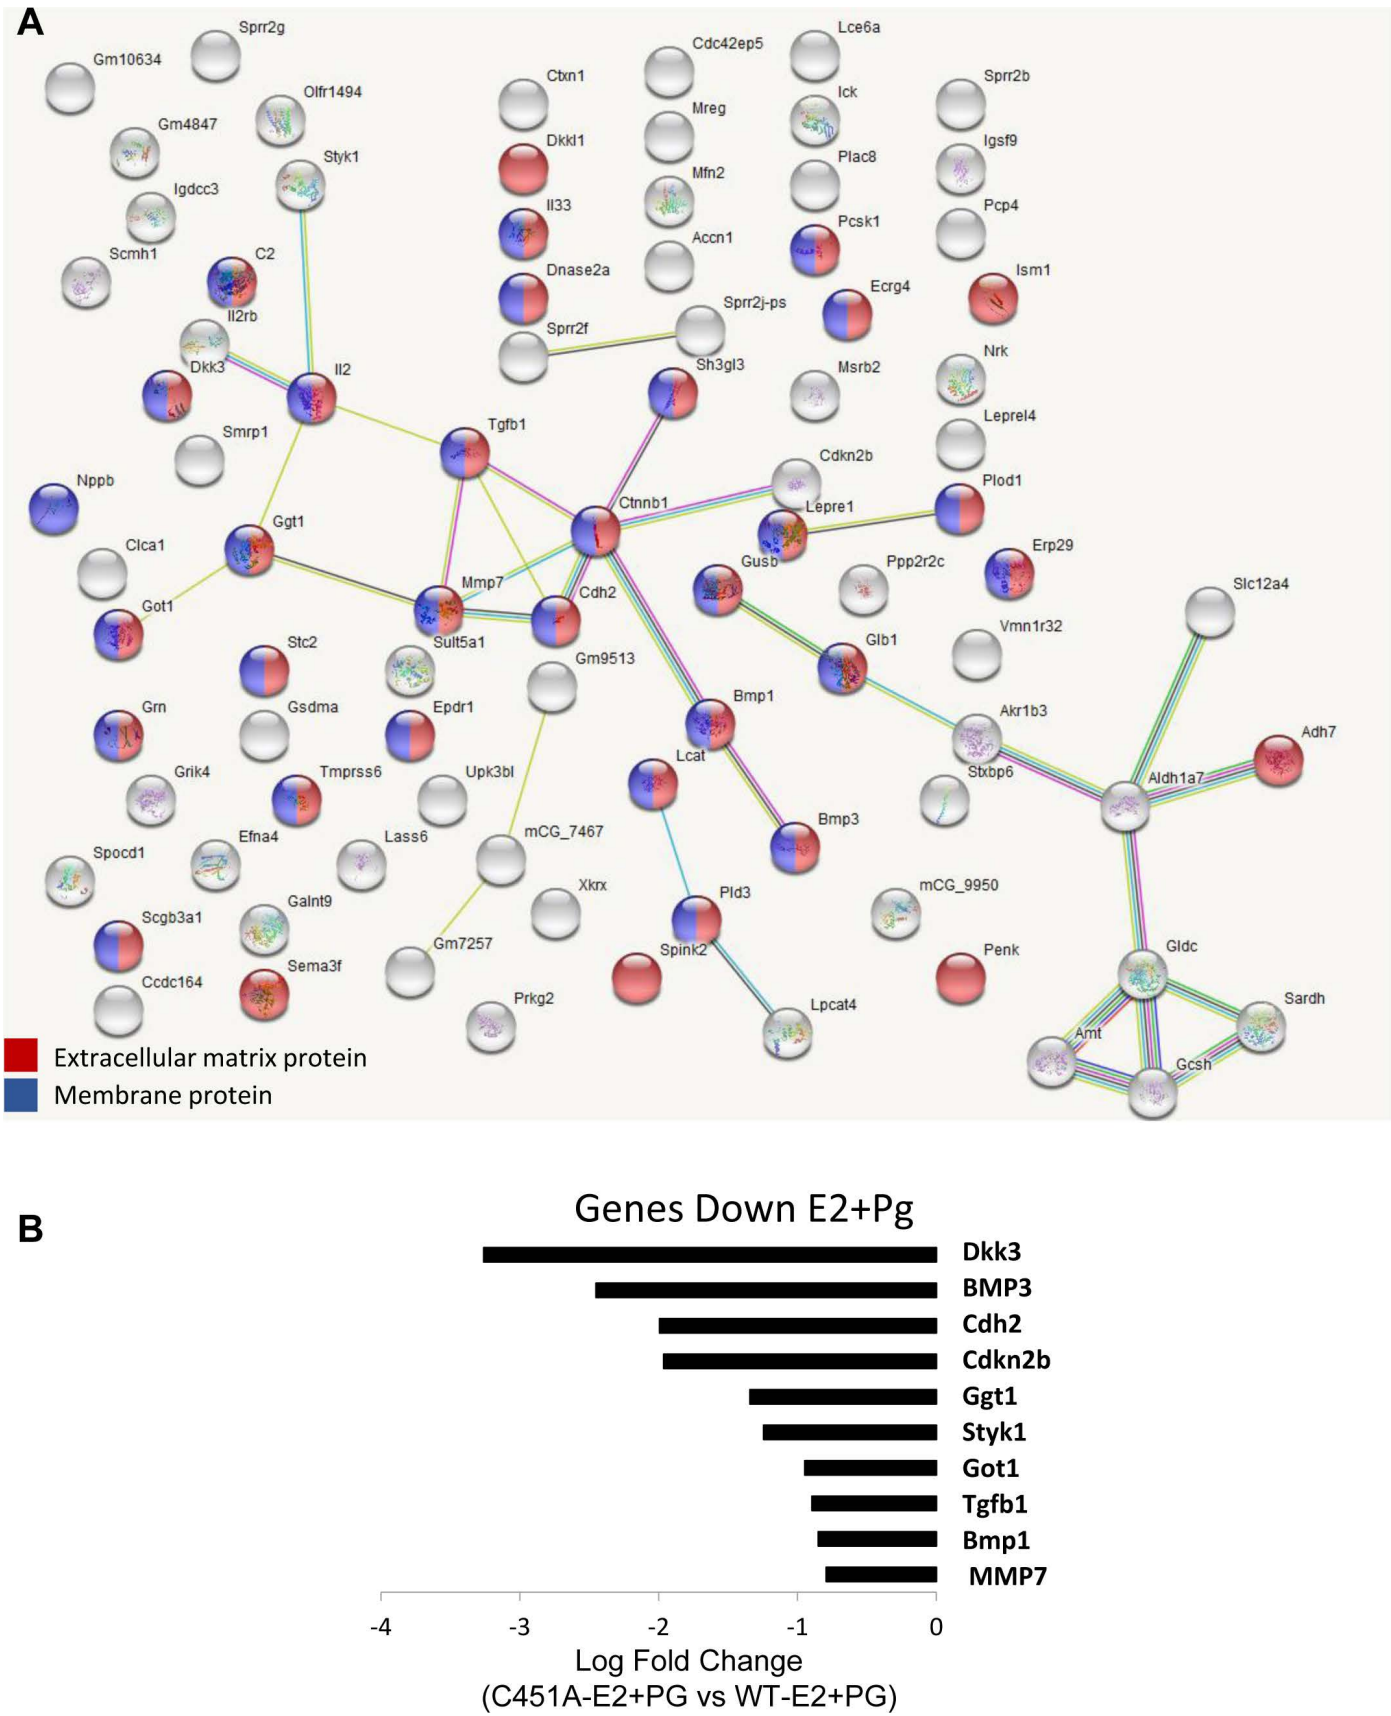

**Figure S8: A)** Predicted gene-gene interaction network (Search tool for the Retrieval of interacting Genes/StringV10) among genes significantly down-regulated in C451A versus WT mice by E2+Progesterone (Pg) ( $FC > 1.5$ ,  $P > 0.05$ ). Genes coloured in red belong to the GO category of «extracellular matrix protein», in blue to the «membrane protein». In **B)** the Log fold change of genes found in the network are indicated.

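The Log fold changes of Fig. S8B rest on the E2+Pg groups of 5 wild-type and 5 C451A-ERα mice. Of these 10 genes none passed limma's test over all genes, and 9 were lower when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. The median log2 fold change was −1.29 (camera adjusted p = 3.27e-09, adjusted p = 0.217 with an estimated correlation), lower on 5 of 5 slides (−2.07 to −0.802). Cdh2, N-cadherin, was at −1.76 (standard error 0.47, adjusted p = 0.119), Cdkn2b, an inhibitor of the cell cycle, at −1.65 (standard error 0.40, adjusted p = 0.11), Ggt1, which cleaves glutathione, at −1.48 (standard error 0.29, adjusted p = 0.102), the kinase Styk1 at −1.09 (standard error 0.28, adjusted p = 0.115) and the transaminase Got1 at −0.73 (standard error 0.20, adjusted p = 0.125). Under E2 the same list had a median of −0.54 (adjusted p = 0.00117, adjusted p = 0.288 with an estimated correlation), with none lower when adjusted over the list alone.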

**Table S1: Summary of co-transplantation experiments performed mixing C451A-ERα MaSCs with either Sca1<sup>+</sup> CD133<sup>+</sup> or Sca1<sup>-</sup> CD133<sup>-</sup> WT luminal cells at a ratio of 5 basal/1 luminal cells.**

|                 | Ratio<br>BCs/LCs | Number<br>cells | Mice<br>grafted | Right                                      | Left                                       | Outgrowth<br>right                       | Outgrowth<br>left |
|-----------------|------------------|-----------------|-----------------|--------------------------------------------|--------------------------------------------|------------------------------------------|-------------------|
| Experiment<br>1 | 5/1              | 5000/1000       | 5               | MaSC C451A-ERα<br>LCs WT Sca1 <sup>+</sup> | MaSC C451A-ERα<br>LCs WT Sca1 <sup>-</sup> | 1/5 (70% outgrowth-<br>BCs GFP only)     | 0%                |
| Experiment<br>2 | 5/1              | 3000/600        | 10              | MaSC C451A-ERα<br>LCs WT Sca1 <sup>+</sup> | MaSC C451A-ERα<br>LCs WT Sca1 <sup>-</sup> | 1/10 (80%<br>outgrowth- rare GFP<br>LCs) | 0%                |

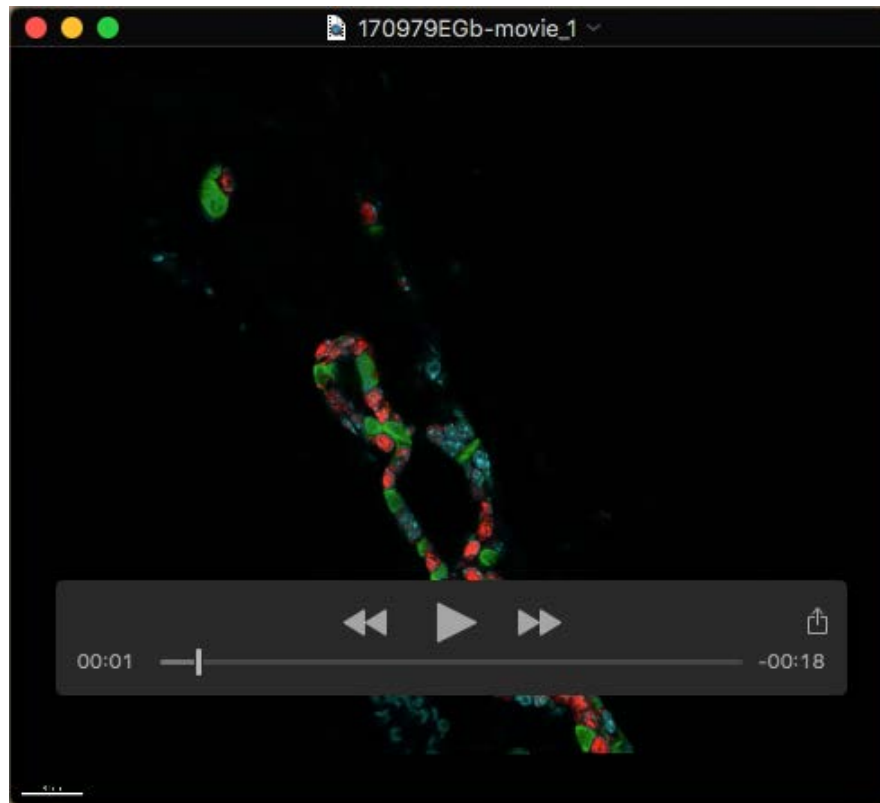

**Movie 1:** Movie showing different angles of the confocal images of the 3D-reconstructed outgrowths obtained 8 weeks after transplantation of a mixture of GFP positive C451A MaSCs with WT luminal cells, after labeling with anti-ER $\alpha$  (red) and anti-GFP (green) antibodies.

How the deposited data were processed for this re-analysis (not part of the article)

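RNA of sorted CD24+CD29lo LCs was measured on 19 single-colour Agilent mouse arrays, each from 1 ovariectomized mouse. The groups were wild-type with E2 (n = 4), C451A-ERα with E2 (n = 5), wild-type with E2+Pg (n = 5) and C451A-ERα with E2+Pg (n = 5). The sample labels give 24 days as the age at ovariectomy, 10 days from there to the pellet and 21 days of treatment, and the paper gives 26 days as the age at ovariectomy. Genotype, treatment and mouse number were taken from the sample labels, and the slide from the array's identifier. The genotype could not be checked on the arrays.

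The deposited scanner files hold signal intensity values that the authors' scanner software, Agilent Feature Extraction 10.10.1.1, wrote for each spot, in arbitrary units and with flags for spots well above background. The deposited value table holds log2 values that the authors made from the median signal by filtering, a batch correction and quantile normalization, as the methods state. Its columns hold the same sorted values (largest difference 0), with a median of 7.77, and are not centred by gene, so they hold levels and no direction of a comparison. It covers 30207 probes. Of these, 36 were well above background on fewer than 4 arrays, and 1677 of the 31848 probes well above background on 4 or more arrays are not in it.

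The files hold 59305 spots of 56605 probes that are not controls. The 75th percentile of the median signal was 248.5 to 490 per array, at a background of 21 to 29. Between 26479 and 31266 probes were well above background, no spot was saturated, and 1370 spots marked by the software as outliers were left out, which removed 23 gene values. By group, the median number of probes well above background was 29155.5 in wild-type with E2, 29750 in C451A-ERα with E2, 28430 in wild-type with E2+Pg and 29407 in C451A-ERα with E2+Pg. The number of arrays limits the precision. Probes were named through the reference by the accession in the files (32994 probes) or through a matched probe (8376), and 15235 kept the name in the file. Of the probes named through the reference, 1889 took another name than that in the file. Probe coordinates are those of the files, on mm9. Of the genes tested, 7245 had more than 1 probe that passed.

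The median signal was taken to log2 and normalized by quantiles with limma 3.58.1 in R 4.3.3. Probes well above background on at least 4 of the 19 arrays were kept, and the brightest probe of each gene was used, which left 20692 genes. A model with 4 group means was fitted with limma to all arrays (15 residual degrees of freedom, prior degrees of freedom 2.87). The comparisons were C451A-ERα against wild-type under E2 and under E2+Pg, E2+Pg against E2 in each genotype, and the interaction of genotype and progesterone. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5, and all tests were two-sided. Every adjusted p of a gene comes from limma. For single genes an exact permutation test of the difference in means was added. Folds against a group whose probe was not well above background on any array are lower bounds. Differences within slides were computed between the mice of a slide.

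Lists were tested with limma's camera, with a preset correlation of 0.01 between genes and with an estimated one, adjusted over all lists of a comparison. There were 22 lists of genes and 12 lists of cell markers. The lists cover estrogen receptor targets, progesterone receptor targets, the EGF family, the FGF family, TGFβ and BMP signaling, Wnt signaling, Notch signaling, JAK-STAT and cytokine receptors, extracellular matrix and basement membrane, matrix proteases and inhibitors, integrins with cadherins and desmosomes, epithelial-mesenchymal transition, the genes of Fig. S7C, the genes of Fig. S8B, the cell cycle, milk and alveolar genes, cholesterol synthesis, fatty acid synthesis, the unfolded protein response, the interferon response, dissociation and immediate early genes, and cornified and squamous epithelium. The markers are those of luminal hormone-sensing, luminal progenitor, pan-luminal, basal and myoepithelial, fibroblast, pericyte, endothelial, immune, adipocyte, epidermis, erythrocyte, and skeletal muscle and nerve cells. The lists of Fig. S7C and Fig. S8B were chosen by the study on these samples, and that of cornified epithelium was partly seen in Fig. S7A and S8A. The categories of the gene ontology were not tested, since their gene sets were not at hand.

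The genes named in the text follow a rule, which gave 111 genes. It takes every gene the paper names from this array or its qRT-PCR panel, whose directions were thus seen in the paper. For each genotype comparison it takes up to 12 of the largest falls and 12 of the largest rises among called genes whose groups do not overlap, and for each progesterone comparison 6 and 6. It takes 5 and 5 called genes of the interaction, up to 4 called members of each list in each comparison, and up to 30 genes called in the same direction in both genotype comparisons. Not all of these genes are reported here. Some genes outside it are marked as chosen after their values were seen. Others, such as Ltbp1, Grhl3, Egr3, Ctsd, Dkkl1, Fzd4, Fzd5, Ror2 and Fgg, are named without that mark as members of a list. Those that passed when adjusted over a list alone were picked on their values too. The groups, tests, thresholds, lists, this rule and the alternatives were set before the data were examined, apart from 3 alternatives that the text names as added.

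The alternatives were the processed signal or the median signal scaled to the 75th percentile, a normexp background correction with an offset of 50, no filter on dim probes, probes above background on all arrays, the slide as a block, a trend with robust variances, array weights, the authors' value table, probes averaged per gene, any probe of a gene, no limit on the fold, only the compared groups, and leaving out each mouse in turn. The median log2 fold change of all genes lay between −0.0352 and 0.0536 in the genotype and progesterone comparisons under the 5 scalings, and at −0.0417 for the interaction. The place of each array between its own group and another was read over 200 genes. The test was checked on simulated data with 200 of 20669 genes changed by known amounts. The shares found below hold for that number of changed genes only. In the E2 comparison with independent noise it found 59.7%, 92.5% and 98.5% of genes changed by 1, 2 and 3 log2 units, with 5 false calls. With the residuals of the real arrays shuffled it found 61.6%, 91.9% and 98.6%, with up to 74 false calls, and over 20 draws the highest number of false calls was 3361 in the E2+Pg comparison, 1520 for progesterone in wild-type and 192 in C451A-ERα LCs. A simulated list of 30 genes shifted by 0.5 was found higher in all 4 comparisons, and none of 22 other lists was called. This does not measure false calls of lists on the real arrays. There, other splits of the mice gave a median of 5 lists called under E2+Pg and 6 in each other comparison, with the preset correlation.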

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

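Of the tests below, those on mice L72 and L18 and on the interferon response were chosen only after the result was seen, except the test of basal cells for the genes higher in the other C451A-ERα mice on E2+Pg.

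Single mice stood far from the rest of their group in 35 of 440 groups of values of the named genes, where chance gives about 1 in 20 groups, or 22. Wild-type mouse L72 on E2 gave 7 of them: Fn1 11.09, Greb1 9.514, Jak2 10.17, Lamb1 9.814, Tgfb3 12.59 and Sprr1a 11.83, each the lowest of its group, and Ly6a 14.58, the highest. Wild-type mouse L21 on E2+Pg gave 6: Alox15 5.577, Cdh2 6.385, Clca1 8.326, Csn3 15.03, Krt4 6.034 and Pcsk1 5.806. C451A-ERα mouse L18 on E2+Pg gave 4: Cdh2 8.051, Fgb 10.53, Myadm 9.772 and Ptk2 8.622. C451A-ERα mouse L63 on E2+Pg also gave 4: Epgn 8.706, Krt4 10.59, Snai1 10.24 and Vegfa 12.17. C451A-ERα mouse L4 on E2 gave 4: Asic2 5.577, Cdh2 6.803, Lepr 10.31 and Pcsk1 6.885. Wild-type mouse L47 on E2+Pg gave 3: A_66_P101661 6.647, Socs1 8.215 and Stat5a 11.03. C451A-ERα mouse L58 on E2 gave 3: Ern1 9.527, Slc44a5 6.373 and Wnt5a 10.58. Others were Fzd3 6.787 in C451A-ERα mouse L61 on E2+Pg, Ptk2 8.237 in C451A-ERα mouse L27 on E2 and Kcnn4 14.2 in wild-type mouse L62 on E2+Pg. All values are log2 signals.

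The mean level of a list set a single mouse apart in 9 of 136 groups, where chance gives about 1 in 20 groups, or 6.8. In mouse L18 these were the EGF family (−0.477), Notch signaling (0.267) and the pan-luminal markers (−0.315). In mouse L21 they were the epidermis markers (−0.637) and the markers of skeletal muscle and nerve (2.01). The genes of Fig. S7C were at 0.158 in mouse L72, the immediate early genes at 0.521 in mouse L58, the adipocyte markers at −0.587 in mouse L51 and the progesterone receptor targets at −0.52 in wild-type mouse L50.

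The response to progesterone differed between the genotypes in 14 of 34 lists by camera's test of the interaction with a preset correlation, and in 0 lists with an estimated correlation (lowest adjusted p = 0.296). The median of the response in C451A-ERα LCs minus that in wild-type LCs was 0.991 for the interferon response, 0.513 for the luminal progenitor markers, 0.464 for cornified epithelium, 0.44 for the basal markers, 0.434 for integrins with cadherins and desmosomes, 0.433 for immediate early genes and 0.629 for the genes of Fig. S7C, which the study chose on these samples. It was 0.273 for the EGF family, 0.268 for the pan-luminal markers, 0.237 for JAK-STAT and cytokine receptors, 0.199 for extracellular matrix and 0.153 for TGFβ and BMP signaling. It was −1.48 for the cell cycle and −0.49 for the genes of Fig. S8B.

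The paper does not compare E2+Pg with E2 within a genotype over all genes. In that comparison 123 genes were higher and 157 lower in wild-type LCs, and 214 were higher and 302 lower in C451A-ERα LCs, numbers that move with single mice. Of 26 interferon response genes, 13 were called lower with progesterone in wild-type LCs.

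Wild-type mouse L72 on E2 lay with the C451A-ERα mice on E2 over the 200 genes that separate these groups, at a median of 1.02 (quartiles 0.92 and 1.12) on a scale from its own group at 0 to the other at 1, and at 0.855 towards the wild-type mice on E2+Pg. The tables argue against a weak array, since 30734 probes were well above background against 27713 to 30265 on the other arrays of its group. They also argue against an exchange of labels with C451A-ERα mouse L4: with both left out, L72 lay at 0.96 and L4 at 0.362 (quartiles 0.213 and 0.564), although L4 lay at 0.663 with only itself left out and the split that exchanges the 2 mice called 987 genes, against 1037 with L72 left out and L4 kept. A wrong label of L72 without that partner was not tested, and a larger share of hormone-sensing cells cannot be told apart from other causes, since their markers were at 0.795 in L72 and at −0.23 to 0.0965 in the other mice of its group while the progenitor markers, at 0.0605, lay within the range of that group. No other biological explanation for this mouse was tested.

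C451A-ERα mouse L18 on E2+Pg lay towards the wild-type mice on E2+Pg, at a median of 0.898 (quartiles 0.688 and 1.18), and wild-type mouse L21 towards the C451A-ERα mice, at 0.792. The tables argue against a weak array of L18, with 29407 probes well above background against 28189 to 31266 on the other arrays of its group. An exchange of the labels of L18 and L21 cannot be told apart from other causes: with both left out they lay at 0.597 (quartiles 0.304 and 0.834) and 0.615 (quartiles 0.394 and 0.854), between the groups. Basal cells among the sorted cells of L18 cannot be told apart from other causes either, although the sort selected CD29lo cells: the basal markers were at 0.619 in L18 and at −0.433 to 0.0603 in the other mice of its group, and the 781 genes lower in the other C451A-ERα mice were higher in L18 by a median of 1.11. The 296 genes higher in the other C451A-ERα mice were at a median of −0.958 in L18, against −0.814 for the pan-luminal markers, which lies within their quartiles (−1.48 and −0.673) and leaves basal cells open.

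The interferon response list was high in wild-type mice L67, L50 and L52 on E2. The tables argue against the slide, since each of the 3 mice exceeded every other array of its slide by at least 0.913, against a largest SD within the other groups of 0.386. Immune cells among the sorted cells cannot be told apart from other causes, although the sort gated out CD45-positive cells: the immune markers were at a mean of −0.175 in these 3 mice and 0.0331 in the other mice, within their range of −0.606 to 1.47, with Cd74 (8.50 against 8.99) and Lyz2 (9.35 against 9.75) lower and Itgam, Csf1r and Ptprc (9.85 against 9.55) higher. Effects of genotype and of progesterone on this list, whose tests are given elsewhere in the text, stay open as its cause, and mouse L72 of the same group lay at −0.171.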

How the results depend on the processing

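The number of genes called moved with the alternatives. Over 172 results for named genes, 4004 values under alternatives were computed: 3436 stayed on their side of the threshold, 431 lost the call and 137 gained one. Over 136 results for lists, these numbers were 3077, 46 and 73 of 3196. No call turned into a call in the other direction, while 41 values of genes and 236 medians of lists had the other sign, such as the progesterone receptor targets in wild-type LCs, with a median of 0.29 that was −0.02 without mouse L21. With the preset correlation 31 lists passed the threshold over the 4 comparisons, and 26 to 38 under the alternatives, while with an estimated correlation 6 passed. Of the alternatives, 3 were chosen after seeing the data: a block for slides 1 to 3 against 4 and 5, the authors' table with array weights, and the authors' table with only the compared groups. Except where a setting tests fewer genes or uses fewer mice by its construction, the cause was not tested.

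The count under E2 (6 genes) was 0 with the processed signal, with probes above background on all arrays and with the slide as a block, 1 with normexp, with a trend and robust variances, with probes averaged, with any probe, with the block of slides 1 to 3 against 4 and 5 and with the authors' table and only the compared groups, 2 with only the compared groups, 133 in the authors' table, 2239 with array weights and 1819 in the authors' table with array weights. The count under E2+Pg (1 gene) was 0 with the processed signal and with probes above background on all arrays, 3 with normexp, 5 with only the compared groups, 26 in the authors' table, 72 in it with only the compared groups, 2211 with array weights and 1773 in the authors' table with array weights. The authors' table called 6 of the 6 genes and 1 of the 1 gene, and 273 of 280 and 508 of 516 genes of the progesterone comparisons. The progesterone count in wild-type LCs (280) was 73 with the slide as a block, 1630 with array weights and 2078 in the authors' table with array weights. That in C451A-ERα LCs (516) was 153 with only the compared groups and 224 in the authors' table with only the compared groups. The overlap of both genotype comparisons (0) was 683 with array weights and 439 in the authors' table with array weights, and their correlation across genes (0.309) was 0.616 and 0.514 there.

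With each mouse left out in turn, the counts ranged from 0 to 1037 under E2, from 1 to 1078 under E2+Pg, from 28 to 576 for progesterone in wild-type and from 203 to 966 in C451A-ERα LCs, from 0 to 22 for the interaction and from 0 to 18 for the overlap. The correlation ranged from 0.112 to 0.492, and the number of lists from 26 to 35. The mouse without which a count was highest was L72 under E2, for progesterone in wild-type LCs, for the interaction and for the overlap, and L18 under E2+Pg and for progesterone in C451A-ERα LCs. The array weights of these mice were 0.6 (L72) and 0.304 (L18), with 0.246 (L4) the lowest and 3.4 (L51) the highest. Counts with array weights thus rest less on mice that lie far from their own group.

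No paired analysis was possible because the groups share no mouse numbers, which leaves only the slide to join mice across groups, and it was used as a block and for differences within slides. Signal over background limits Mmp7, Tnfsf11 and Calca, which were not well above background on any array of wild-type mice on E2, Acod1, which was not on any of C451A-ERα mice on E2+Pg, and Mmp9, which was at background on all 19 arrays. Genes that a stricter filter removed have no value under it.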

Differences from the paper's values

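The paper's count of genes that differ under E2, given in words in its text, is about 230 in Fig. 6B, read by eye, and 6 were called here at the same thresholds. None of the 22 alternatives set before the data were examined came within 1.5 times of the paper's count. The nearest was the authors' value table, with 133 genes. The paper's count under E2+Pg is 100 genes, with 6 higher and 94 lower, and here 1 gene was called, 0 higher and 1 lower. None of the 23 alternatives set before the data were examined came within 1.5 times of these counts. The authors' table gave 26 genes (2 higher and 24 lower) and leaving out mouse L21 gave 227 (44 higher and 183 lower). An alternative chosen after seeing the values, the authors' table with only the compared groups, gave 72 genes (0 higher and 72 lower), within 1.5 times of the paper's 100 and 94. Of the 10 genes of Fig. S8B it called Ggt1 and dropped 9. For the genes shared by both treatments the paper's numbers are 1 higher and 7 lower, and here 0 and 0 were shared. None of the 32 alternatives set before the data were examined came within 1.5 times of them, with 0 higher and 18 lower without mouse L72 and 0 higher and 2 lower without mouse L21.

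Ptk2 under E2 had a log2 fold change of −0.10 (SD within groups 0.389), and the paper's value is about −0.66 in Fig. S7C, read by eye. Of 20 alternatives set before the data were examined, 1 did not differ (probes averaged per gene) and 19 did. Another Ptk2 probe gave −0.60. Bmp1 under E2+Pg had a log2 fold change of −0.29 (SD within groups 0.351), and the paper's value is about −0.85 in Fig. S8B, read by eye. All 21 alternatives differed, while another Bmp1 probe gave −0.84. For Greb1 the paper's folds of 11 and 17 stand beside 12.5 and 12.7 here, which do not differ by the same criteria, and neither do the other genes of Fig. S7C and Fig. S8B.

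The paper reports Greb1, Snai1, Fn1, Jak2, Stat5a and Lamb1 as lower under E2 and Mmp7, Bmp1, Bmp3, Tgfb1, Clca1 and Dkk3 as lower under E2+Pg. The log2 fold changes here had those signs, and none passed the test over all genes. Several settings call some of them. Under E2 the authors' table called Alox12, Jak2, Krt4, Lamb1, Myadm, Sema3c and Snai1 lower and Cdk20 and Trib2 higher, and only the compared groups called Snai1. Leaving out mouse L72 called Alox12, Cdkn2b, Fn1, Greb1, Jak2, Krt4, Lamb1, Myadm, Sema3c and Snai1 lower and Cdk20, Trib2 and Wnt4 higher. Array weights called Alox12, Bmp3, Cdkn2b, Dkk3, Fn1, Ggt1, Greb1, Jak2, Krt4, Lamb1, Myadm, Pcsk1, Pgr, Sema3c, Snai1, Stat5a, Styk1, Tgfb3, Tmprss6 and Vegfa lower and Cdk20, Fgb, Itga1, Trib2 and Wnt4 higher under E2. With progesterone added they called Alox12, Bmp3, Cdh2, Cdkn2b, Clca1, Dkk3, Ggt1, Got1, Greb1, Jak2, Lamb1, Mmp7, Pcsk1, Sema3c, Styk1, Tgfb1, Tmprss6 and Tnfsf11 lower and Fgb higher. In the same comparison the authors' table called Ggt1, and leaving out mouse L18 called Bmp3, Cdh2, Cdkn2b, Clca1, Dkk3, Ggt1, Got1, Greb1, Mmp7, Pcsk1, Styk1, Tmprss6 and Tnfsf11 lower and Fgb higher. Leaving out mouse L21 called Cdh2, Cdkn2b, Clca1, Ggt1, Greb1, Jak2, Mmp7, Pcsk1 and Styk1 lower and Fgb higher there. The authors' table with array weights, chosen after seeing the values, called 25 of the paper's 40 genes under E2 and 18 under E2+Pg, and the authors' table with only the compared groups, also chosen after seeing the values, called Ggt1 and Pcsk1 under E2+Pg.

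Fig. 6B names Lepr, Bcl2 and Camk1 among genes higher in C451A-ERα LCs under E2. Here their log2 fold changes were −0.22 (adjusted p = 0.723), 0.04 (adjusted p = 0.973) and 0.34 (adjusted p = 0.457). Of the other genes named there, Trib2 was at 1.26, Cdk20 at 0.97 and Itga1 at 0.52. Mtx3, named there as Gm1194 and placed among genes higher under both treatments, was at 0.31 and 0.10 (adjusted p = 0.484 and 0.771). Other probes gave 1.44 and 0.99 for Lepr and 0.89 for Camk1. The paper gives Fgb as the gene with the largest rise in C451A-ERα mice under E2+Pg. Here Upk3a, a uroplakin chosen after its values were seen, had a larger log2 fold change of 4.18 (standard error 1.43, adjusted p = 0.188) than Fgb with 4.08, and neither passed the test. The paper gives Fgfr3 as lower by RT-PCR, under E2+Pg in Fig. 6F. On the arrays its log2 fold change was −0.40 under E2 and 0.21 under E2+Pg. The paper describes Tnfsf11 as induced by progesterone, and here it was at least 3.22-fold higher in wild-type LCs, a bound since its probe was not well above background under E2, and at a log2 fold change of 0.69 in C451A-ERα LCs, with neither past the test. The paper describes Mmp9 as lower in C451A-ERα cells with progesterone. Here both of its probes were at background on all 19 arrays, so the arrays cannot test this. The paper's qRT-PCR of Fig. 6F, which added samples to those of the arrays, was not re-examined for Mmp9 or Tnfsf11. The legend of Fig. 6A gives 5 mice in each condition, while its methods give 4 samples for wild-type LCs, the number of wild-type mice on E2 among the 19 arrays here.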

Other observations

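The tests of splits of the mice below were chosen only after the counts were seen. Antiviral genes were called lower with progesterone in wild-type LCs, against a level under E2 that was high in mice L67, L50 and L52 and not in L72. Oas2, a sensor of double-stranded RNA, fell from a log2 signal of 11.08 ± 0.83 (SD, n = 4) to 7.83 ± 0.55 (n = 5), a 9.48-fold change (adjusted p = 0.00247) seen on 4 of 4 slides, and Stat2, which carries the interferon signal, fell 3.35-fold (adjusted p = 0.00644). In C451A-ERα LCs their log2 fold changes were −1.5 (adjusted p = 0.052) and −0.73 (adjusted p = 0.138). Of 26 interferon response genes, 25 were lower in wild-type LCs when adjusted over the list alone. Their median was −1.78, lower on 3 of 4 slides (camera adjusted p = 9.32e-30, adjusted p = 0.0488 with an estimated correlation). The latter was 0.0445 when the 3 lists that the paper chose or partly showed were left out of the adjustment. Over the other settings run for it, it was 0.0527 to 0.101. In C451A-ERα LCs 3 of the 26 genes were called and 10 were lower when adjusted over the list alone. Their median was −0.84 (adjusted p = 1.55e-09, adjusted p = 0.866 with an estimated correlation), lower on 5 of 5 slides. In wild-type LCs the estrogen receptor targets were also lower, with a median of −0.41 (adjusted p = 0.00114, adjusted p = 0.0398 with an estimated correlation). The other settings run for this list gave 0.0282 to 0.0593. JAK-STAT and cytokine receptors were lower too, with a median of −0.31 (adjusted p = 0.000154, adjusted p = 0.0406 with an estimated correlation). The other settings run for that list gave 0.0341 to 0.0992. Further lists fell in the same comparison with the preset correlation only. Immediate early genes had a median of −0.56 (adjusted p = 1.11e-06, adjusted p = 0.329 with an estimated correlation). Cornified epithelium had a median of −0.59 (adjusted p = 4.65e-06, adjusted p = 0.226 with an estimated correlation). The hormone-sensing markers had a median of −0.72.

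Single genes of signaling pathways were called with progesterone in C451A-ERα LCs, while the EGF, TGFβ and BMP, Wnt and Notch lists did not pass (adjusted p = 0.311 to 0.95). Tgfb2, a TGFβ ligand, rose by 1.85 on the log2 scale (standard error 0.26, adjusted p = 0.0015), the matrix protein Thbs1 by 1.79 (adjusted p = 0.00291) and the growth factor receptor Egfr by 1.11 (adjusted p = 0.00238), each on 5 of 5 slides. Wnt5a, a Wnt ligand, fell in both genotypes, by 1.57 here (adjusted p = 0.00227) and by 1.34 in wild-type LCs (adjusted p = 0.0141, lost without mouse L52 at 0.0692). In C451A-ERα LCs the Notch ligand Jag1 fell by 0.86 (adjusted p = 0.00434) and the sheddase Adam10 fell by 0.87 (adjusted p = 0.0015). In wild-type LCs Tgfb2 was also higher on 4 of 4 slides (0.72 to 1.4) and Jag1 lower on 4 of 4 (−0.707 to −0.325). Adam10 was lower there on 3 of 4 slides, Thbs1 higher on 3 of 4 and Egfr higher on 2 of 4. Dclk1, a microtubule kinase, rose in both genotypes, by 1.86 in wild-type (adjusted p = 0.00644) and 2.11 in C451A-ERα LCs (adjusted p = 0.0015). Markers of luminal hormone-sensing cells were lower with progesterone in both, with a median of −0.72 in wild-type (0 called, adjusted p = 0.000318, adjusted p = 0.216 with an estimated correlation) and −1.11 in C451A-ERα LCs (4 called, adjusted p = 5.1e-07, adjusted p = 0.229 with an estimated correlation). Prom1, which encodes the CD133 marker of these cells, fell by 1.15 in C451A-ERα LCs (adjusted p = 0.00941).

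Other lists gave these results between the genotypes under E2, each with 0 genes called by limma over all genes and 0 to 5 at an unadjusted p under 0.05. Notch signaling (17 genes) had a median log2 fold change of 0.03 (adjusted p = 0.763), the cell cycle 0.08 (0.807), milk and alveolar genes (20 genes) 0.24 (0.802), cholesterol synthesis (22 genes) 0.13 (0.763), fatty acid synthesis (26 genes) 0.10 (0.819), the unfolded protein response (24 genes) −0.03 (0.16) and the progesterone receptor targets 0.18 (0.763). Cholesterol synthesis and the progesterone receptor targets each had 1 gene lower when adjusted over the list alone, and the unfolded protein response 2. Immediate early genes, which tissue dissociation induces, had a median of 0.08, a mean of −0.04 and a test that pointed down (adjusted p = 0.494). With progesterone added, the immediate early genes had a median of 0.45 (25 genes, adjusted p = 2.8e-06, adjusted p = 0.895 with an estimated correlation), higher on 4 of 5 slides. Cornified epithelium had a median of −0.40 there (adjusted p = 0.0336, adjusted p = 0.934 with an estimated correlation), a call lost without mouse L57 (0.194), L62 (0.204), L18 (0.231), L61 (0.0667) or L53 (0.0771).

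Of the cell markers under E2, also with 0 genes called by limma and 0 to 5 per list at an unadjusted p under 0.05, the hormone-sensing list was at 0.47 (13 genes, adjusted p = 0.0655, adjusted p = 0.461 with an estimated correlation) and higher on 4 of 4 slides. It passed the threshold under most other settings, such as the slide as a block (0.0238) and array weights (0.0113), and of the mice left out in turn, without mouse L72 (0.0182) and without mouse L4 (0.045). The luminal progenitor markers were at −0.28 (0.245), the pan-luminal at −0.24 (0.0746), the basal at −0.26 (0.0772), the fibroblast at −0.17 (0.15), the pericyte at 0.18 (0.763), the endothelial at 0.21 (0.142), the immune at 0.25 (0.763), the adipocyte at 0.06 (0.955) and the erythrocyte markers at 0.61 (0.14), with the adjusted p in parentheses. Some of these passed with 1 mouse left out or under single settings, among them the pan-luminal with no filter on dim probes (0.0418) and without L50 (0.0492), L58 (0.038), L76 (0.0335) or L51 (0.0282), the basal with only the compared groups (0.033) and without L4 (0.045), the fibroblast without L4 (0.0104) and with array weights (0.00538), the endothelial without L67 (0.0305) or L51 (0.0477) and the erythrocyte markers without L72 (0.0469). The markers of skeletal muscle and nerve had a median of −0.24, while their test pointed up (adjusted p = 0.843). With progesterone added, the luminal progenitor markers were at 0.41 (adjusted p = 0.0336, adjusted p = 0.895 with an estimated correlation), a call lost without mouse L57 (0.186), L18 (0.10) or L61 (0.0751). The immune markers were at −0.56 there (adjusted p = 0.144) and passed without mouse L44 (0.00149), L47 (0.027) or L56 (0.0307).

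For each comparison, 100 splits of the same mice into groups of the same sizes, the real split among them, were tested on the 20669 genes with no missing value. Chance could not be excluded for the 6 genes called under E2, since 5 splits gave as many and the highest other gave 987, nor for the 1 gene under E2+Pg (6 splits, highest other 1211) or the 517 genes of progesterone in C451A-ERα LCs (5 splits, highest other 2340). The split with 987 genes set mouse L4 with L50, L52 and L67, that with 1211 set mouse L18 with L21, L44, L47 and L57, and that with 2340 set mouse L18 with L4, L27, L51 and L76. Such counts, several times the real ones, came from splits that exchange 1 mouse of each group and keep the others together. They show how far single mice move the count. Over the other splits of each comparison the median was 0 genes. By these splits alone, which do not keep the slides together, chance can be excluded for the 280 genes of progesterone in wild-type LCs (2 splits, highest other 356), although 1 of 20 draws of shuffled residuals gave 1520 false calls for that comparison and the count with the slide as a block was 73. With array weights, chance can be excluded in the same sense for 2238 genes under E2 (4 splits), although the highest other split gave 2414, but not for 2210 genes under E2+Pg (8 splits, highest other 3571). The lists were counted without the 3 that the paper's results chose or partly showed, which favour the real labels. With the preset correlation chance cannot be excluded for the 7 lists called under E2 (48 splits, highest other 14), the 4 under E2+Pg (68 splits, highest other 15), the 9 of progesterone in wild-type (18 splits, highest other 17) and the 3 in C451A-ERα LCs (86 splits, highest other 17). With an estimated correlation, and adjusted without these 3, camera called 0 lists under E2, where JAK-STAT and cytokine receptors went from 0.0388 to 0.0753, and 0 under E2+Pg and for progesterone in C451A-ERα LCs (highest other 3, 2 and 3). A count of 0 is reached by all 100 splits whatever the data, so there the splits test nothing. For the 3 lists of progesterone in wild-type LCs with an estimated correlation chance can be excluded in these splits (1 split, highest other 2), while with the slide as a block none of the 3 passed (0.053 to 0.101). With the genotype labels exchanged within treatments, the highest other counts were 412 for the interaction (0 genes) and 0 for the overlap (0 genes), where the splits test nothing either. Chance cannot be excluded for the correlation of 0.308 (26 splits, highest other 0.745).

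The first 3 principal components of the arrays held 36.4%, 19.2% and 13.7% of the variance.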
